# Retinoic acid and FGF10 promote the differentiation of pluripotent stem cells into salivary gland placodes

**DOI:** 10.1186/s13287-022-03033-5

**Published:** 2022-07-28

**Authors:** Siqi Zhang, Yi Sui, Shuang Yan, Yifei Zhang, Chong Ding, Xiaodong Su, Jingwei Xiong, Shicheng Wei

**Keywords:** Pluripotent stem cells, Three-dimensional cultures, Salivary glands, Organogenesis, Modeling

## Abstract

**Background:**

Salivary glands produce saliva that play essential roles in digestion and oral health. Derivation of salivary gland organoids from pluripotent stem cells (PSCs) provides a powerful platform to model the organogenesis processes during development. A few studies attempted to differentiate PSCs into salivary gland organoids. However, none of them could recapitulate the morphogenesis of the embryonic salivary glands, and most of the protocols involved complicated manufacturing processes.

**Methods:**

To generate PSC-derived salivary gland placodes, the mouse embryonic stem cells were first differentiated into oral ectoderm by treatment with BMP4 on day 3. Retinoic acid and bFGF were then applied to the cultures from day 4 to day 6, followed by a 4-day treatment of FGF10. The PSC-derived salivary gland placodes on day 10 were transplanted to kidney capsules to determine the regenerative potential. Quantitative reverse transcriptase–polymerase chain reaction, immunofluorescence, and RNA-sequencing were performed to identify the PSC-derived SG placodes.

**Results:**

We showed that step-wise treatment of retinoic acid and FGF10 promoted the differentiation of PSCs into salivary gland placodes, which can recapitulate the early morphogenetic events of their fetal counterparts, including the thickening, invagination, and then formed initial buds. The PSC-derived salivary gland placodes also differentiated into developing duct structures and could develop to striated and excretory ducts when transplanted in vivo.

**Conclusions:**

The present study provided an easy and safe method to generate salivary gland placodes from PSCs, which offered possibilities for studying salivary gland development in vitro and developing new cell therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-03033-5.

## Background

Pluripotent stem cells (PSCs) including embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) provide an ideal platform for investigating basic biological processes and developing cell-based therapies because of the remarkable ability to self-renew and differentiate into various cell lineages derived from all three germ layers in vitro [1–4]. The emergence of three-dimensional (3D) organoid culture conditions in vitro has raised the possibility that differentiation of PSCs can recapitulate the morphogenesis of the organs in many details, which display near-physiologic cellular composition and behaviors [5, 6]. Therefore, 3D organoid cultures hold advantages over two-dimensional (2D) differentiation systems. They allow the self-formation of specific structures and spatial control of cell patterning [7]. Previous studies have generated various organoids via the self-organization of PSCs and provided proof that organoids have unique opportunities to be considered as ideal tools in developmental biology and regenerative medicine [8–11].

Salivary glands (SGs) synthesize and secrete saliva through large quantities of epithelial acinar and complex connecting duct structures [12]. Saliva plays an essential role in digesting, swallowing, bacterial clearance, and maintaining overall oral health [13]. A few studies attempt to explore the protocol for inducing SG cells from PSCs. Most of them generated specific cell lineages by co-culture of PSCs with mature SG cells [14, 15]. Recently, researchers reported a more efficient protocol for directly differentiating PSCs into SG rudiments by overexpression of a critical signaling pathway and supplementing specific factors. After orthotopic transplantation, the SG rudiment was successfully developed to functional tissues, which provided the concept of SG organoids in next-generation organ replacement regenerative therapy [16]. However, these reported protocols have their shortcomings and limitations. None of them resemble the early morphogenesis events of developing SGs, which is essential for forming normal SGs with complex structures. Additionally, the manufacturing processes such as the outer epithelium resection and infection of adenoviruses required complicated procedures and had safety issues in clinical use.

During embryogenesis, the regulation of developmental processes is achieved by interactions of multiple signaling [17]. Therefore, signaling pathways underlying critical salivary gland developmental stages need to be identified to develop improved protocols for generating SG organoids. The development of submandibular glands (SMGs), one of the major SGs, begins with the thickening of the oral ectoderm (OE) and invagination of the earliest SG epithelium at embryonic day 11.5 (E11.5) in mice. Consequently, followed by complex biochemical and mechanical regulation, the invaginating epithelium continues to form initial buds extending into the neighboring condensed mesenchyme at E12.5 [18–20]. Multiple signaling pathways participate in SMG initiation and morphogenesis by mediating epithelial Sox9 expression [21]. Previous studies have reported that retinoic acid (RA) signaling regulates the earliest stage of epithelial invagination by promoting the expression of Sox9. In addition, the FGF10 remains Sox9 expression and plays an essential role in epithelial progenitor proliferation [22, 23]. These could be valuable clues to induce SG cells from PSCs.

Here, we reported an easy and safe protocol to generation SG placodes from mouse ESCs (mESCs) by treatment with RA and FGF10 directly. The PSC-derived SG placodes expressed specific genes known to be enriched in embryonic mouse salivary glands and formed initial buds and ducts. Furthermore, the differentiation process of initial buds recapitulated the early morphogenesis events, including thickening and invagination. In addition, the SG placodes showed luminal Krt19 positive duct cells and could develop to striated and excretory ducts in vivo, exhibiting the characteristics of mature SGs.

## Methods

### Maintenance of mESCs

Two mESCs cell lines, 129w2 and F15, were kindly provided by the Tang Fuchou laboratory at Peking University and maintained in serum-free and feeder-free culture conditions. The maintenance medium of mESCs (129w2) consisted of 1:1 mixture of KO-DMEM and Neurobasal medium supplemented with 0.5% N2 supplement, 1% B27 supplement, 50 μg/ml BSA, 2 mM glutamine, 0.1 mM β-mercaptoethanol, 1 mM penicillin/streptomycin, 0.1 mM NEAA, 3 μM CHIR99021, and 1 μM PD325901. Cells were cultured in six-well plates coated with 0.1% gelatin. The fresh medium was changed daily, and cells were passaged every three days.

### Differentiation of SG placodes from mESCs

The basic differentiation medium was as follows: G-MEM supplemented with 1% glutamine, 0.1 mM NEAA, 1 mM penicillin/streptomycin, 1% sodium pyruvate, 3% KO serum replacement, and 0.1 mM β-mercaptoethanol. When 60–70% confluence was reached, mESCs was detached into single cell and resuspended in differentiation medium. Cells were seeded in 96-well U-bottom ultra-low attachment plates at a density of 3,000 cells per well. The day on which seeding cells was defined is day 0. On day 1, half of the medium was changed and after which the medium must contain 2% growth factor reduced Matrigel. 2 ng/ml BMP4 was added to the cultures to stimulate the differentiation of OE on day 3. On day 4, the aggregates were treated with 25 ng/ml bFGF and 1 μM RA to induce the early salivary gland epithelium. On day 6, healthy aggregates were collected and transferred to 24-well ultra-low attachment plates with fresh medium containing 200 ng/ml FGF10, and the medium was changed every two days.

### RNA interference to knock down the expression of Sox9

The suppression of Sox9 was performed with short interfering RNA (siRNA), which was designed and synthesized by Sangon. FAM-labeled siRNA served as a positive control to detect whether the siRNA was transfected into cells. NC-siRNA was negative control lacking complementary RNA sequence. Lyophilized siRNA powder was resuspended in RNase-free water to a stock concentration of 20 μM. The PSC-derived SG placodes were transfected with 500 nM of FAM-siRNA, NA-siRNA, and three Sox9-siRNA using Lipofectamine3000 on day 6. To extend the duration of gene knockdown, the siRNAs were re-transfected on day 8.

### RNA sequencing and analysis

For RNA sequencing (RNA-seq), total RNA was extracted from 129w2 mESC-derived SG placodes on day 10 of differentiation using Rneasy mini kit (Qiagen), following manufacturer’s recommendations. RNA concentration and quality were measured using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE) and the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were prepared using NEBNext Ultra™ RNA Library Prep Kit for Illumina (NEB, USA). RNA sequencing was performed on Illumina Novaseq 6000 platform, and paired-end reads were generated. Hisat2 tools soft were used to map with the mouse reference genome. Quantification of gene expression levels was measured by fragments per kilobase of transcript per million mapped reads (FPKM).

### Kidney subcapsular transplantation

Nude mice are used in transplantation assay and used at 6–7 weeks of age. At least 10 PSC-derived SG placodes (day10) were collected and directly transplanted under the kidney capsule of nude mice. The kidney was harvested and the outgrowths were excised after one month of transplantation. The outgrowths were fixed and embedded in optical coherence tomography.

### Immunohistochemistry

The samples were harvested, fixed in 4% paraformaldehyde (PFA), and equilibrated in 30% sucrose overnight at 4 °C. Samples were embedded in optical coherence tomography and cryo-sectioned at a thickness of 5–10 μm. Sections were then treated with 0.1% Triton X-100 at room temperature for 10 min and blocked in 3% BSA for 2 h. Primary antibodies diluted in blocking solution were applied to the sections overnight at 4 °C. After washing 3 times with PBS, sections were incubated with secondary antibodies for 1 h at room temperature. At last, Nuclei were stained with DAPI and observed using a NIKON A1R-si confocal microscope. Hematoxylin and eosin staining was performed following a standard protocol. For alcian blue-periodic acid Schiff (AB-PAS) staining, the sections were incubated in alcian blue for 15 min and oxidized for 5 min using periodic acid. Followed by staining with Schiff reagent for 15 min, the nuclei were stained with hematoxylin and then captured using Olympus inverted microscope.

### RNA isolation and qPCR

Total RNA was isolated using RNeasy mini kit (Qiagen). Reverse transcription was carried out following the RevertAid First Strand complementary DNA Synthesis Kit (Thermo Fisher). Gene expression levels were determined by quantitative real-time polymerase chain reaction (qPCR). qPCR was performed using SybrGreen master mix (Roche) as follows: predenaturation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 5 s and 60 °C for 30 s.

### Statistical analysis

All quantitative values are expressed as mean ± standard deviation (SD) of three or more independent experiments. Two-tailed, unpaired Student’s t-test was used to determine statistical significance. Multiple group comparisons were performed using one-way analysis of variance (ANOVA) followed by Tukey's multiple comparison test. Differences were considered significant at a *p* value of < 0.05, 0.01, and 0.001.Line art was created by OriginLab Origin 2019b and photographs were created by microscope manufacturer’s camera system. The boundaries of the epithelial layer of brightfield images were measured using ImageJ. Briefly, the aggregates are divided into the outer optically translucent epithelium and inner part, defined as the layers' boundaries. ImageJ can recognize the boundaries of two different adjacent parts, and we determined the accurate results by adjusting the threshold. Adobe Illustrator 2021 was used to create the combination art containing line drawing, extensive lettering, color diagrams.

## Results

### Sequential differentiation of mESCs to SG placodes by RA and FGF10

SMG development begins with OE invaginating into the underlying mesenchyme at E11.5 (Fig. 1A). Therefore, mESCs were first differentiated into OE by treatment with BMP4 as described previously [16, 24]. The pluripotency of mESCs was maintained, indicated by the expression of Oct4 (Additional file 1: Fig. S1A-C). OE differentiation was started on day 3 (Fig. 1B), when the expression of non-neural ectoderm marker Dlx3 was upregulated, and before the neural ectoderm marker, Sox1 and Pax6 was downregulated (Additional file 1: Fig. S1D). Treatment with BMP4 at a final concentration of 2 ng/ml for 1 day was sufficient to promote the differentiation of the oral epithelium at the outer layer, which is indicated by the increased expression of Pitx1 (Fig. 1C, D). Of note is that the expression of T (mesoderm marker, also known as brachyury) was undetectable at all times in the cell aggregates (Additional file 1: Fig. S1D), which is inconsistent with previous studies [24]. Therefore, the combined treatment of SB431542 and BMP4 was unnecessary.

**Fig. 1:**
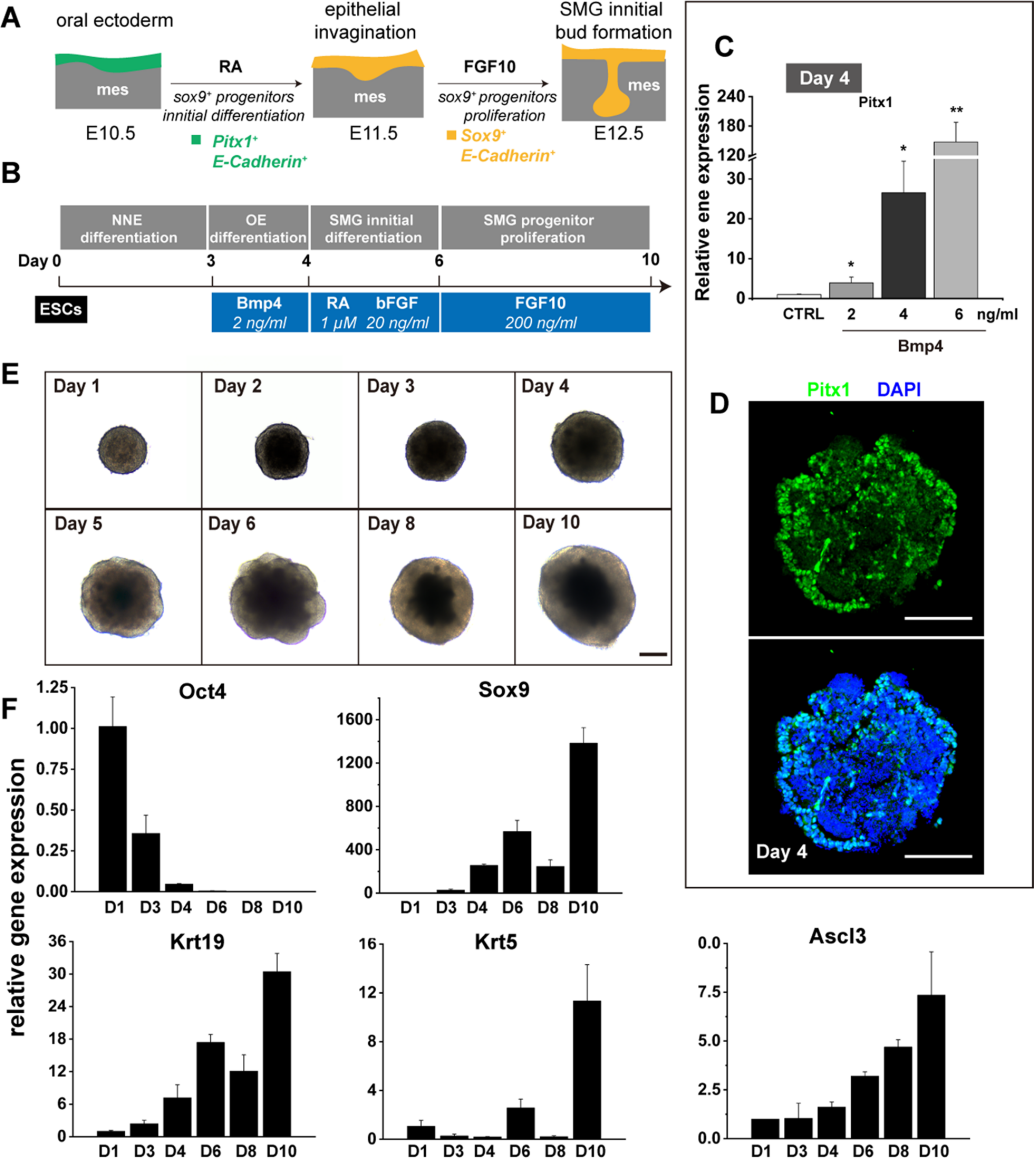
An overview of differentiation of mESCs to SG placodes. **A** Schematic representation of the early development of mouse SMG. **B** Culture protocol and schematic illustration of in vitro generation of SG placodes from embryonic stem cells (ESCs). NNE: non-neutral ectoderm; OE: oral ectoderm, SMG: submandibular glands. **C** BMP4 promoted the differentiation of oral ectoderm from mESCs. BMP4 increased the expression of Pitx1 in a dose-dependent manner. The mRNA expression was qualified by qPCR. The Ct values were compared to aggregates treatment without BMP4 (control: CTRL). **D** Immunofluorescence staining showed that Pitx1 positive oral ectoderm in the outer layer of aggregates at day 4. Scale bars, 100 μm. **E** Phase-contrast bright-light images represented the morphology of PSC-derived SG placodes during differentiation. Scale bars, 200 μm. **F** As differentiation proceeds, qPCR showed the increased expression of salivary gland progenitor markers. The Ct values were compared to aggregates on day 1. All qPCR results are presented as the fold change compared with the mean ± S.D. and were normalized to GAPDH in three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001 by unpaired, two-tailed Student’s t-test

RA was then applied to the cultures from day 4 to day 6, followed by a 4-day treatment of FGF10 (Fig. 1B). During differentiation, the outer layer epithelium became thicker and expressed the increased levels of Sox9 and other salivary progenitor markers, including Krt5, Krt19, and Ascl3, but reduced levels of the pluripotency marker, Oct4 (Fig. 1E, F). Two-day treatment of RA increased the expression of Sox9 and Rdh10 coding gene (Fig. 2A), an enzyme of RA signaling [23]. These results indicated that RA signaling was activated. Expression of the SG duct progenitor gene Krt19 was also increased at this stage (Fig. 2A). Interestingly, we also found that the absence of RA from day 4 to day 6 failed to generate healthy aggregates even when cultured with FGF10 from day 6 to day 10 (Fig. 2B–D). These unsuitable aggregates showed more cell death and lacked smooth edges, most of which were dead on day 9 (Fig. 2B). In addition, the outer epithelium of these unsuitable aggregates was getting thinner during differentiation, which was different from aggregates treatment with RA from day 4 to day 6 (Fig. 2B, C). Upregulation of Sox9, but not Krt5 and Krt19, continued to day 9 in RA -stimulated aggregates (Fig. 2D), suggesting the essential role of RA in inducing the differentiation of salivary progenitor from OE and maintain the long-term culture. Furthermore, treatment with FGF10 produced a significant increase in expression of Sox9 and various salivary gland progenitor markers, including Krt5, Krt14, and Krt19 (Fig. 2E) [25, 26]. Notably, the expression of Ascl3, a gene expressed at the relatively late stage of salivary gland development [27, 28], was also increased (Fig. 2E). These data emphasize the importance of RA and FGF10 to induce the specification of SG epithelial progenitors from OE. In addition, we found that the aggregates became unhealthy on day 5 of differentiation (Additional file 1: Fig. S2A). Therefore, bFGF was applied to the culture to facilitate proliferation and reduce cell death in aggregates (Additional file 1: Fig. S2B). The results showed that the expression of Ki67 was increased after bFGF treatment but showed no effect on salivary differentiation (Additional file 1: Fig. S2C-D). Although the level of Sox9 was decreased after bFGF treatment (Additional file 1: Fig. S2D), the combination of bFGF and RA could promote SG initial differentiation through increased Sox9 expression (Fig. 2A). These results suggested that the combination of bFGF and RA promoted the initial differentiation of SGs and ensured the production of healthy SG aggregates in vitro.

**Fig. 2:**
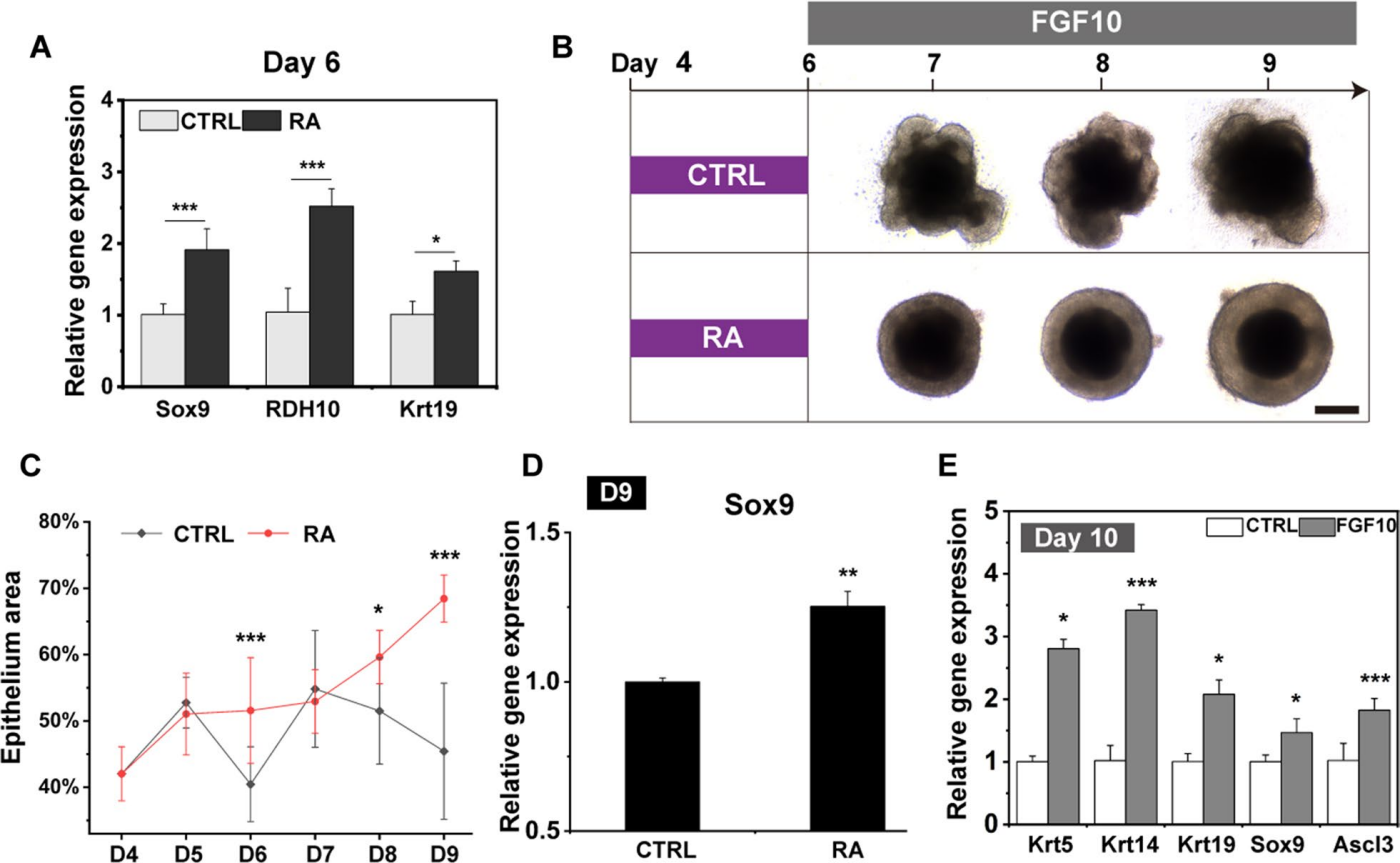
RA and FGF10 facilitated the differentiation of mESCs to SG placodes. **A** qPCR analysis revealed that salivary gland progenitor markers were upregulated after 2-days of RA treatment. The Ct values were compared to aggregates treatment without RA (control: CTRL). **B** The bright-light images of the aggregates in each culture condition (in the presence and absence of RA from day 4 to day 6) are shown. The aggregates cultured without RA failed to generate healthy SG placodes from day 7 to day 9. Scale bars: 200 μm. **C** The ratio of outer translucent salivary gland epithelium area became thicker after RA treatment, which became thinner in the control group (CTRL: aggregates cultured without RA). The area of cell death and outer epithelium were measured using ImageJ software. n > 5 independent experiments. **D** qPCR results showed that up-regulation of Sox9, but not Krt5 and Krt19, continued to day 9 in RA -stimulated aggregates. The Ct values were compared to aggregates treatment without RA (control: CTRL). **E** qPCR gene expression results after FGF10 treatment for 4 days, showed that salivary gland progenitor markers including Krt5, Krt14, Krt19, Sox9, and Ascl3 were upregulated. The Ct values were compared to aggregates treatment without FGF10 (control: CTRL). All qPCR results presented as the fold change compared with the mean ± S.D. and were normalized to GAPDH in three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001 by unpaired, two-tailed Student’s t-test

### The PSCs-derived SG aggregates formed invaginating epithelium and developing duct-like structures

We next evaluated the morphological changes and expression of salivary gland progenitor markers in protein levels. The Sox9 positive thinner epithelium was formed at the outer layer on day 6 (Fig. 3A). Following FGF10 treatment, the outer epithelium became optically translucent and gradually proliferated into thickening epithelium (Figs. 1E, 3B). Meanwhile, the Sox9 positive salivary early epithelium differentiated into a thickening placode on day 8 (Fig. 3B). Immunofluorescence analysis revealed that invaginating epithelium placode and initial buds were formed on the outer layers after two days. These structures co-expressed Sox9 and E-cadherin (Fig. 3C), normally enriched in the E11.5-E12.5 salivary gland early epithelium (Fig. 3D). During differentiation, the thickening placode, invaginating epithelium, and initial buds appeared in a timely manner similar to that described in embryonic SMGs [20]. Thus, these results suggested that the aggregates recapitulated the early morphogenetic process of embryonic salivary gland initial buds. Additionally, the expression of Krt5 and Krt19, key factors present in mouse embryonic SG duct epithelium, also increased during differentiation (Figs. 1F, 2E) [26]. Inspired by this result, we next examined whether the duct-like structures were formed. Immunofluorescence analysis showed that duct-like structures expressing Krt5 and Krt19 proteins were formed on day 10 (Fig. 3E). And Krt19 positive cells were condensed at the luminal side of the duct, which was not observed in the invaginating epithelium (Fig. 3E, F). These findings were consistent with developing SG ducts (Fig. 3G) [25]. Together these results demonstrated that the aggregates modeled the early morphogenesis events of developing SGs and the aggregates will be defined as PSC-derived SG placodes. In addition, we also found α-SMA positive cells at the outer layer of SG placodes, which are expressed in SGs through development and maturation (Additional file 1: Fig. S3A-B) [29]. 

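Total RNA of PSC-derived SG placodes on day 10 and of SMGs from E12.5 mouse embryos was sequenced as paired-end reads on an Illumina platform, with 2 samples in each group. The placodes were made from 129w2, a mouse embryonic stem cell line, seeded at 3000 cells per well in medium with 2% Matrigel. BMP4 was given at 2 ng/ml on day 3, RA at 1 μM with bFGF on day 4, and FGF10 at 200 ng/ml from day 6. The methods and the sample labels give bFGF at 25 ng/ml, and the scheme in Fig. 1B gives 20 ng/ml. The paper's text does not describe how the SMGs were dissected, so the share of epithelium in that tissue is not known. The authors mapped the reads with HISAT2, a spliced-read aligner, and gave the expression of each gene as FPKM, the mapped fragments per gene scaled to transcript length and to all mapped fragments of the sample. FPKM values were listed for 24771 features, of which 22036 were Ensembl genes and 2735 were assembled loci without a gene name. Read counts cannot be recovered from these values, so the depth of each sample is unknown and no smallest detectable FPKM is given. The FPKM values summed to 365066 and 361963 in placode samples 1 and 2, and to 384773 and 373962 in SMG samples 1 and 2. Between 12636 and 12807 features per sample had an FPKM of at least 1, and between 6618 and 7164 were listed at 0. The 10 most abundant features held 6.70% and 6.66% of the summed FPKM in the placode samples, against 11.1% and 9.06% in the SMG samples. Transcripts of mitochondrial genes accounted for 5.93% and 5.88% in the placode samples and for 10.7% and 8.07% in the SMG samples. For comparisons between the groups, FPKM was transformed as log2(FPKM + 1) and tested with limma, which estimates the spread of each gene with the help of all other genes. The test covered the 13193 features with a mean FPKM over the 4 samples of at least 1, and p-values were two-sided with Benjamini-Hochberg adjustment. An exact permutation test of 2 samples against 2 cannot give a p-value below 0.333. No sequencing date or batch is named for the samples, so a batch that follows the groups could not be told apart from them.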

RNA-seq was performed to further characterize the PSC-derived SG placodes. We first measured the expression level of the skin, neural ectoderm, mesoderm, and endoderm and ruled out the generation of other tissue derived cells (Fig. 4A). 

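Fig. 4A does not name its genes, so marker genes of each lineage were fixed in advance: 8 for skin, 10 for neural ectoderm, 8 for mesoderm and 8 for endoderm. A marker was counted as detected when its FPKM was at least 1 in both samples of a group. In the placodes, 9 of the 10 neural ectoderm markers were detected, against 5 in the SMGs (Sox2, Nes, Tubb3, Stmn2 and Dcx). Among the other lineages, the placodes had 2 skin markers (Krt10 and Sbsn), 2 mesoderm markers (Tcf15 and Hand1) and 1 endoderm marker (Foxa2) above this level. The SMGs had 2 skin markers (Krt1 and Krt10), 3 mesoderm markers (Meox1, Tcf15 and Kdr) and 2 endoderm markers (Sox17 and Gata6). RNA of whole samples does not show which cells expressed a marker, so a count alone does not establish that a lineage was present. Of the markers in these lists, Krt1, Krt10, Sox2, Nes, Stmn2, Dcx, Meox1, Kdr, Hand1, Sox17 and Gata6 were singled out after their values were seen. The detection level moved the endoderm count most, which was 6 markers in the placodes at an FPKM of at least 0.1 and 0 at an FPKM of at least 5.
Of the neural ectoderm markers, 8 had a mean FPKM of at least 1 and all 8 were at least 2-fold higher in the placodes, with 7 or 8 of them past that fold under 4 other scalings of the samples. Their median log2 fold change was 3.43, and limma's gene set test camera gave an adjusted p of 2.78e-05 over 7 gene sets. Pax6 (Ensembl gene ENSMUSG00000027168) lies on chromosome 2 of GRCm38 from 105668900 to 105697364. Its FPKM was 40.7 and 42.2 in the placode samples and 0.100 and 0 in the SMG samples, a log2 fold change of 5.34 (standard error 0.09, adjusted p = 2.14e-07). Sox1 had an FPKM of 4.46 and 4.21 in the placode samples, against 0.0130 and 0. Tubb3 had the highest value of its list in the placodes, at 355 ± 13.6 (SD, n = 2), with 39.3 ± 3.24 (SD, n = 2) in the SMGs. Otx2 had the lowest, at 0 and 0.0573, and was listed at 0 in both SMG samples.
The skin set gave a camera adjusted p of 0.358 on 2 genes. Sbsn had an FPKM of 6.21 ± 0.420 (SD, n = 2) in the placodes and 0.765 ± 0.0160 (SD, n = 2) in the SMGs, and Krtdap was listed at 0 in all 4 samples. The mesoderm set gave an adjusted p of 0.323 on 4 genes. Its most abundant member in the placodes, Tcf15, had a log2 fold change of -0.15 (adjusted p = 0.264), while Mixl1 was listed at 0 in all samples. Its other tested members differed, Hand1 by 1.80 (adjusted p = 3.04e-04), Meox1 by -3.57 (adjusted p = 1.39e-06) and Kdr by -3.69 (adjusted p = 4.82e-07) on the log2 scale. T, also known as brachyury, had an FPKM of 0.0268 and 0 in the placode samples and of 0.324 or more in both SMG samples. The endoderm set gave an adjusted p of 0.0634 on 2 genes, Sox17 and Gata6, whose log2 fold changes were -2.13 (adjusted p = 8.09e-06) and -3.17 (adjusted p = 9.67e-07). Foxa2 had an FPKM of 1.32 and 1.98 in the placode samples and 0.0296 and 0 in the SMG samples, and Apoa1 was below 0.1 in every sample. Gata4 had an FPKM of 0.152 and 0.142 in the placode samples.

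**Figure D1:**
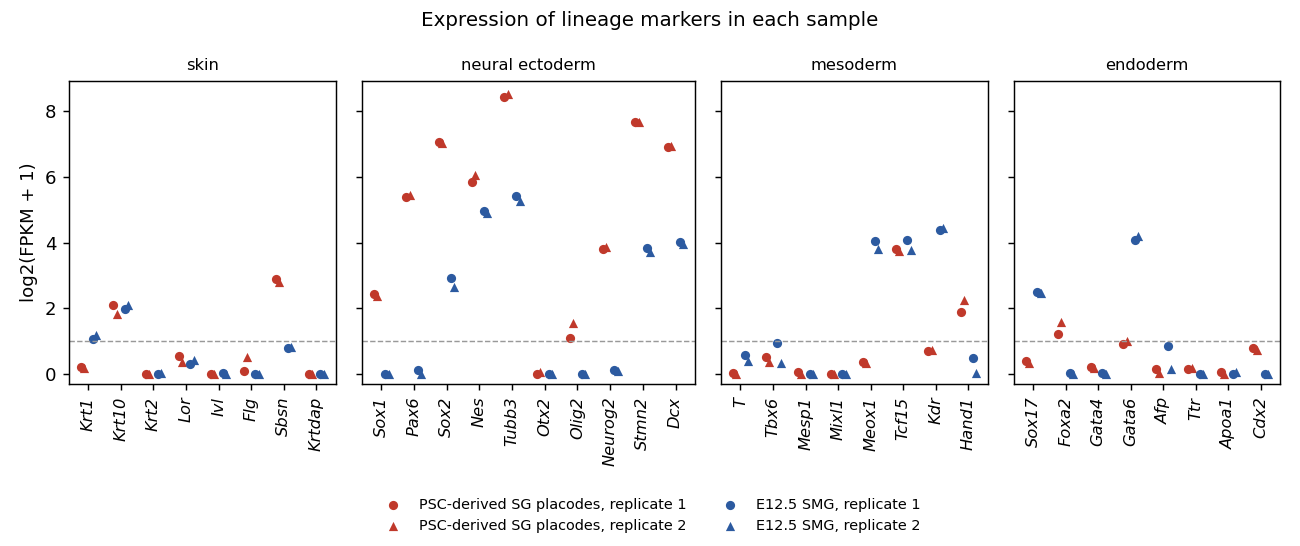
Expression of marker genes of skin, neural ectoderm, mesoderm and endoderm as log2(FPKM + 1) on the y axis, with 1 point per sample for PSC-derived SG placodes (red) and E12.5 SMGs (blue). The dashed line marks an FPKM of 1, above which 9 neural ectoderm markers lie in both placode samples.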

Through hierarchical clustering analysis, multiple development and morphogenesis-related genes expressed equally between PSC-derived SG placodes and E12.5 SMGs (Fig. 4B). 

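The genes clustered in Fig. 4B are not named, so genes of families with roles in development and morphogenesis, among them Sox, Pax, Hox, Fgf, Wnt, Bmp, Notch, Fox and Tbx, were taken by their symbols. Of 380 such genes, 246 were tested. Fold changes between the group means were below 2-fold for 80 of them, or 32.5% (95% Wilson interval over genes 27.0 to 38.6%), and genes are not independent replicates. Among 10000 random lists of as many genes matched on mean expression, this share was at the 0th percentile. The median absolute log2 fold change was 1.70, against 0.55 over all tested genes. The share moved most when no minimum of mean FPKM was set, to 49.7%.
A total of 223 development genes had an adjusted p below 0.05 over all tested genes, and 227 when the adjustment covered this list alone. Of the 223, 110 were higher and 113 were lower in the placodes. At least 2-fold differences past this threshold were found for 166 genes, 89 higher and 77 lower. Across these genes, Pearson's r of log2(FPKM + 1) was 0.997 between the placode samples and 0.996 between the SMG samples. Between a placode and an SMG sample it ranged from -0.0445 to -0.0313. In hierarchical clustering on Euclidean distances, the samples split by group, with distances of 2.33 between the placode samples, 2.57 between the SMG samples and 43.7 to 43.9 between the groups.
The families differed in direction, and the following counts refer to changes of at least 2-fold. All 22 tested Hox genes, all 5 Irx genes and 7 of 8 Pou genes were higher in the placodes, with the same counts under each of 4 other scalings. The 3 Spry genes, 5 of 6 Bmp genes and 5 of 6 Tbx genes were lower, again with the same counts under those scalings. Changes below 2-fold were found for 17 of 21 Fox genes, 5 of 6 genes of RA receptors (Rar and Rxr) and 8 of 15 genes of the Notch pathway. The Notch and Fox counts moved with the scaling. Under the 4 other scalings, 5 to 7 Notch genes were at least 2-fold higher and 1 to 3 lower. Fox genes at least 2-fold lower numbered 3 to 4.

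**Figure D2:**
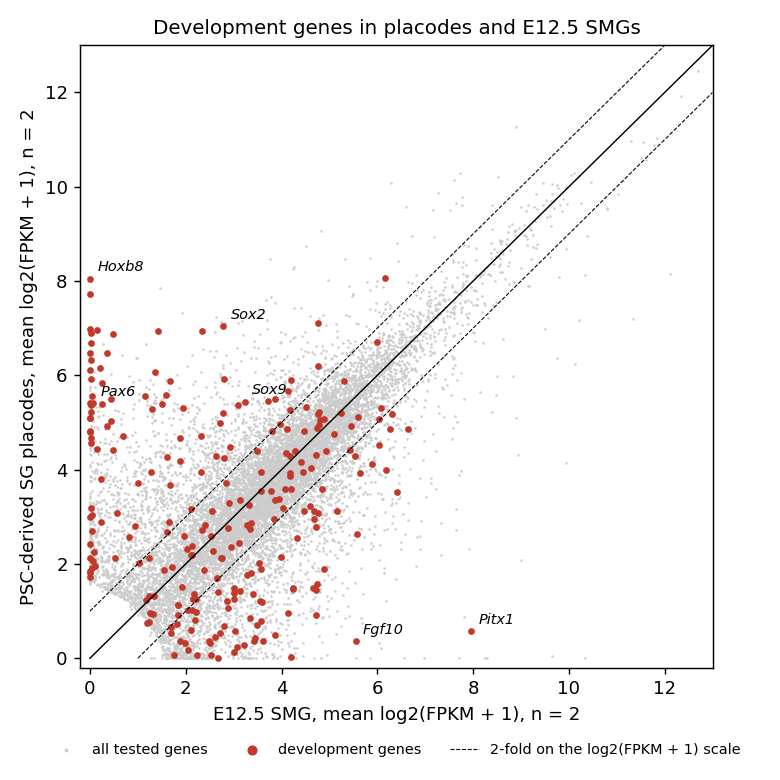
Mean log2(FPKM + 1) of each tested gene in E12.5 SMGs (x axis) and PSC-derived SG placodes (y axis), n = 2 samples per group, with development genes in red and all tested genes in grey. Between the dashed lines, which mark 2-fold, lie 32.5% of the development genes.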

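The authors' heatmap of markers of embryonic and mature SMGs (Fig. 4C) labels 18 genes, of which 17 were used here, with Cd24 taken as Cd24a and Cst2 not analysed here. Of these, 13 had a mean FPKM of at least 1. Adjusted p-values were below 0.05 for 10 of the 13 genes over all tested genes and for 11 when adjusted over the list alone. The share of all tested features below 0.05 was 76.2%. Cd24a, Krt19, Kit, Sox9 and Muc1 were higher in the placodes, and Acta2, Twsg1, Spry2, Bmp7 and Xbp1 were lower. Changes of at least 2-fold were found for 8 genes, 3 higher and 5 lower. The number of genes past the threshold was 9 to 11 under the alternatives tried, with the lowest at a mean FPKM of at least 5.
Sox9 (Ensembl gene ENSMUSG00000000567), which lies on chromosome 11 of GRCm38 from 112782224 to 112787760, had the largest rise among the embryonic markers. Its FPKM was 42.5 ± 0.631 (SD, n = 2) in the placodes and 8.48 ± 1.17 (SD, n = 2) in the SMGs, a log2 fold change of 2.20 (standard error 0.09, adjusted p = 3.66e-06). Kit was at 13.7 ± 0.829 (SD, n = 2) in the placodes and 4.77 ± 0.224 (SD, n = 2) in the SMGs. Krt19 rose less, by 0.85 on the log2 scale (standard error 0.17, adjusted p = 3.63e-03). Krt8 and Krt18 did not differ past the adjusted threshold, with log2 fold changes of 0.13 (adjusted p = 0.322) and 0.34 (adjusted p = 0.0541). For Krt18 the adjusted p was 0.0490 over the list alone. Cst3, at an FPKM of 95.7 ± 7.54 (SD, n = 2) in the placodes and 102.8 ± 9.85 (SD, n = 2) in the SMGs, did not differ either (adjusted p = 0.311). Cd24a was the most abundant of the list in both groups, at 416 and 434 in the placode samples and 240.4 and 234 in the SMG samples. Acta2, which encodes α-SMA, had an FPKM of 8.66 ± 1.17 (SD, n = 2) in the placodes and 30.9 ± 6.12 (SD, n = 2) in the SMGs. The log2 fold changes of Twsg1, Spry2, Bmp7 and Xbp1 lay between -1.26 and -1.07.
Among the markers of mature SMGs, Muc1 had an FPKM of 2.88 and 3.97 in the placode samples and 0.307 and 0.290 in the SMG samples (log2 fold change 1.76, adjusted p = 7.68e-05). Aqp5 had an FPKM of 1.35 and 1.55 in the placode samples and was listed at 0 in both SMG samples. Amy1, Chrm3 and Chrm1 were below an FPKM of 1 in all 4 samples and were not tested. Amy1 was at 0.457 and 0.814 in the placode samples, on either side of its values of 0.537 and 0.558 in the SMG samples. Chrm3 and Chrm1 were lower in both placode samples than in both SMG samples.

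**Figure D3:**
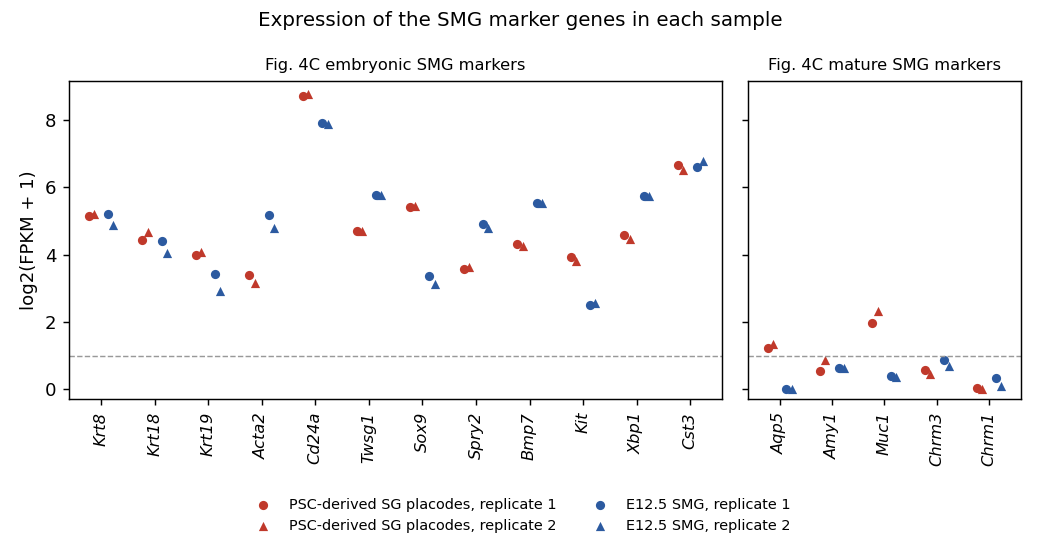
Expression of the markers of embryonic and mature SMGs as log2(FPKM + 1) on the y axis, with 1 point per sample for PSC-derived SG placodes (red) and E12.5 SMGs (blue). The dashed line marks an FPKM of 1, and Amy1, Chrm3 and Chrm1 lie below it in all 4 samples.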

A heatmap of genes associated with developing and mature SMGs showed that they had a similar gene expression profile to mouse E12.5 SMGs, suggesting that the SG placodes were in an undifferentiation state (Fig. 4C). Thus, RNA-seq revealed that PSC-derived SG placodes had a similar gene expression signature to mouse embryonic SMGs.

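Over all 13193 tested features, 10049 (76.2%) had an adjusted p below 0.05, 4716 higher and 5333 lower in the placodes. Of these, 3877 differed at least 2-fold, 1866 higher and 2011 lower. The number at least 2-fold apart moved most when a mean FPKM of at least 5 was required, to 2475. Fold changes were below 2-fold for 9302 features, or 70.5% (95% Wilson interval over features 69.7 to 71.3%). Between the samples of one group the same share was 99.8% for the placodes and 99.6% for the SMGs. Across the tested features, r was 0.994 between the placode samples, 0.992 between the SMG samples and 0.712 to 0.716 between a placode and an SMG sample. The values of the groups did not overlap for 11663 features (88.4%), where chance gives 33.3%.
For 16 marker genes of the salivary epithelium, also fixed in advance, all 16 were detected in the SMGs and 10 in the placodes. In the placodes 4 were higher (Sox9, Krt19, Fgfr2 and, named after its values were seen, Eya1) and 11 were at least 2-fold lower, and the median log2 fold change was -3.09 (camera adjusted p = 4.11e-03). Krt5 was listed at 0 in both placode samples and had an FPKM of 47.2 and 44.7 in the SMG samples. Krt14 was also listed at 0 in the placodes, against 19.9 and 17.8, and Krt15 at 0 against 128 and 121. Cdh1, which encodes E-cadherin, had an FPKM of 1.14 ± 0.0458 (SD, n = 2) in the placodes and 26.5 ± 2.48 (SD, n = 2) in the SMGs, a log2 fold change of -3.68 (standard error 0.10, adjusted p = 6.41e-07). Pitx1 had a log2 fold change of -7.40 (standard error 0.07, adjusted p = 4.10e-08). Its FPKM was 0.484 ± 0.0777 (SD, n = 2) in the placodes and 249 ± 6.03 (SD, n = 2) in the SMGs. The paper reports Pitx1 in aggregates on day 4, and the placodes sequenced here were on day 10. Ascl3 was listed at 0 in all 4 samples. Of 10 mesenchyme markers, 9 were at least 2-fold lower in the placodes (camera adjusted p = 1.35e-04). Vim was the exception, with a log2 fold change of 0.26, and Fgf10 was the lowest in the placodes, at 0.465 and 0.122 against 45.5 and 46.1.
At a pseudocount of 1, the features with the highest log2 fold changes were Hoxb8, Hoxb6, Hoxa5, Hoxb5 and Hes5. Hoxb8, on chromosome 11 of GRCm38 from 96281905 to 96285315, had an FPKM of 258 and 270 in the placode samples and was listed at 0 in the SMGs. Hoxb6 and Hoxa5 were also listed at 0 in both SMG samples, with placode values of 212 and 208 for Hoxb6 and 125 and 124 for Hoxa5. Hoxb5, which shares exons with 1 other annotated gene, was at 118 and 121 against 0 and 0.0377. The log2 fold change of Hes5 was 6.80 (standard error 0.09, adjusted p = 1.23e-07). The lowest log2 fold changes belonged to the hemoglobin genes Hbb-y, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, paralogs whose reads can be shared. Hbb-y was listed at 0 in the placodes and had an FPKM of 1336 and 1266 in the SMG samples. Hba-a1 had a log2 fold change of -9.62, with an FPKM of 819 and 794 in the SMG samples. The other three were listed at 0 in both placode samples and had an FPKM between 201 and 345 in the SMG samples.
From its clustering of development genes and its heatmap of SMG markers, the paper concludes that the PSC-derived SG placodes and embryonic SMGs had similar gene expression.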

**Fig. 3:**
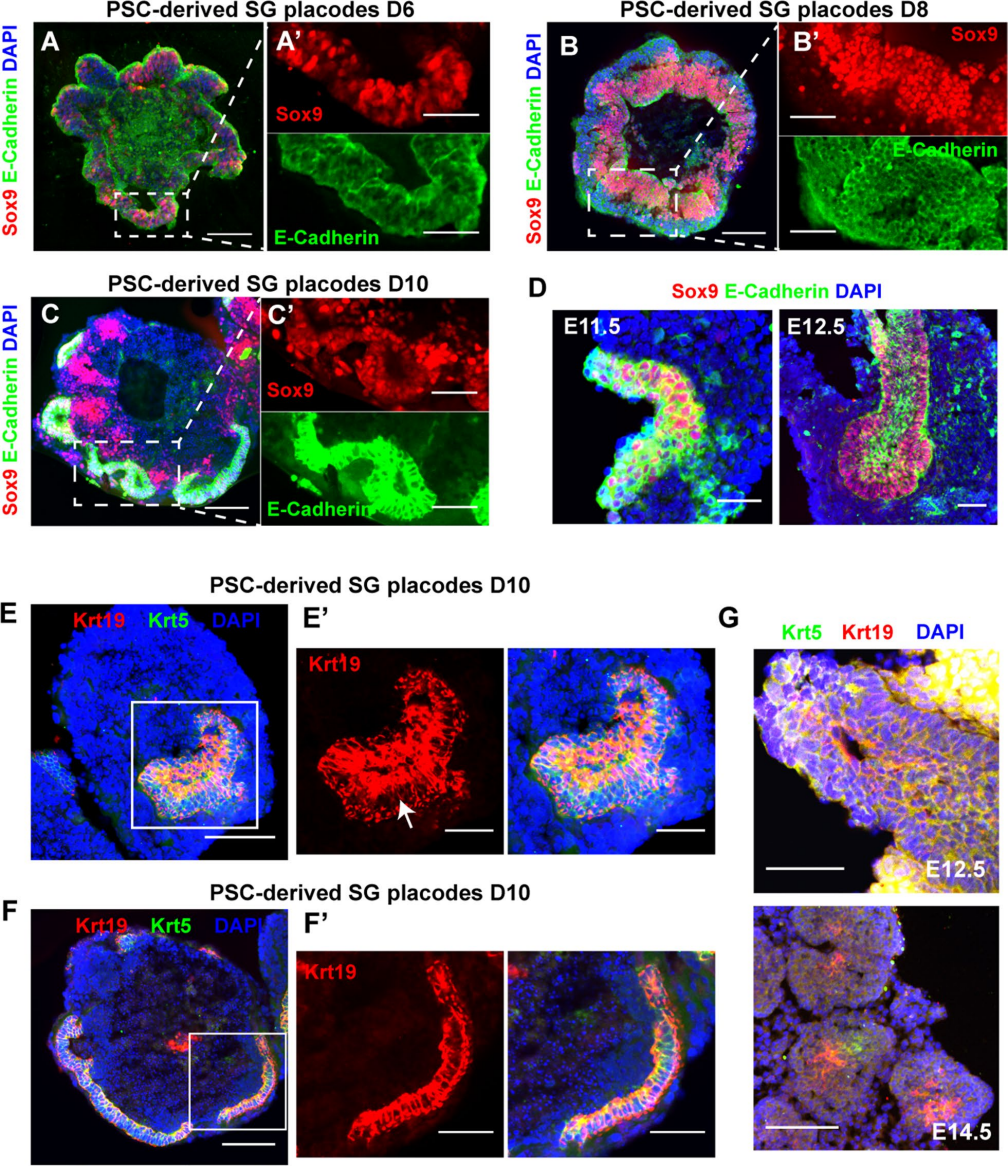
PSC-derived SG placodes formed invaginating epithelium and initial buds developing lumen-like structures. **A**–**C** PSC-derived SG placodes formed invaginating epithelium and initial bud-like structures from D6 to D10, which expressed a high level of Sox9 and E-Cadherin. Scale bars: 100 μm (**A**–**C**) and 50 μm (**A’**–**C’**, magnified images, marked by dotted boxes). **D** Immunofluorescence staining of E11.5 and E12.5 mouse submandibular glands. Green: E-Cadherin (Epithelium marker), red: sox9 (early-stage progenitor marker), blue: DAPI (nucleus). Scale bars: 50 μm. **E**–**F** The expression pattern of Krt5 and Krt19 in duct-like structures of SG placodes suggested polarized differentiation of lumen (a, marked by arrow), which was not observed in the invaginating epithelium (**F**) Scale bars: 100 μm (**E**, **F**) and 50 μm (**E’**, **F’**, magnified images, marked by boxes). **G** Immunofluorescence staining of E12.5 and E14.5 mouse submandibular glands. Green: Krt5 (salivary gland progenitor marker), red: Krt19 (lumen progenitor marker), blue: DAPI (nucleus). Scale bars: 50 μm (E12.5) and 100 μm (E14.5)

**Fig. 4:**
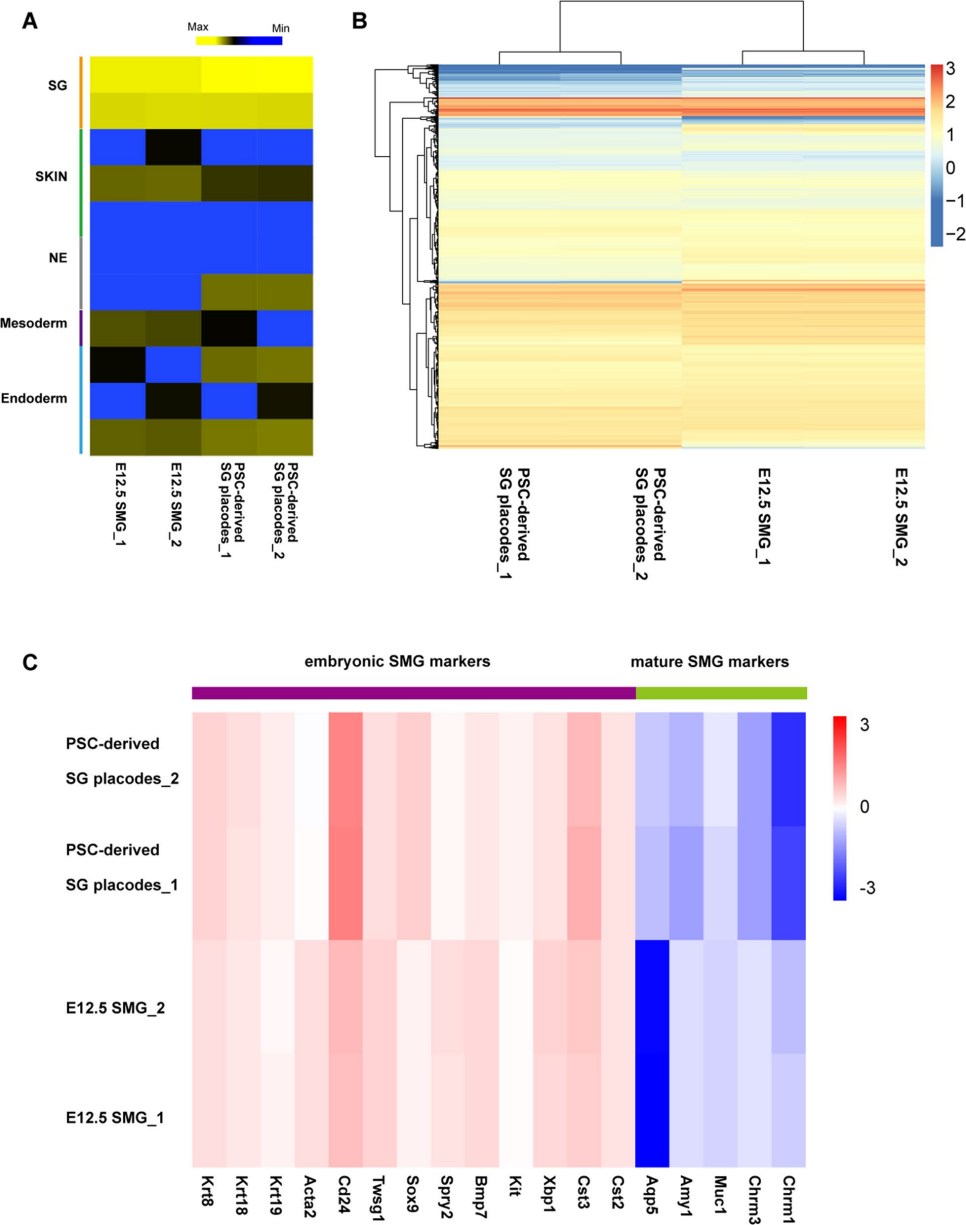
RNA-seq analysis revealed PSC-derived SG placodes resemble the transcriptome of E12.5 mouse SMGs. **A** The expression profile of key genes related to salivary gland (SG), skin, neural ectoderm (NE), mesoderm, and endoderm. **B** Hierarchical clustering analysis showed that the expression of genes related to development and morphogenesis was similar between PSC-derived SG placodes and E12.5 mouse SMGs. **C** A heatmap revealed expression profiles of key genes related to mouse embryonic and mature SMGs. *SMG* submandibular gland

To demonstrate the importance of Sox9 during SG placodes differentiation, we used specific siRNAs to suppress the expression of Sox9 (Additional file 1: Fig. S4A). FAM-labeled siRNA was used as positive control and the positive signal was detected after 24 h (Additional file 1: Fig. S4B). All three Sox9-siRNAs inhibited the gene expression (Additional file 1: Fig. S4C). 4-day treatment of Sox9-siRNA had no impact on aggregate size but inhibited the differentiation of the salivary gland epithelium, indicated by decreasing thickness of epithelium at the outer layer (Additional file 1: Fig. S4D-F). Little invagination bud or duct-like structures were observed when Sox9 was knocked down (Additional file 1: Fig. S5A-B). The suppression of Sox9 also impacted duct differentiation and the expression of mature acinar markers α-SMA (Additional file 1: Fig. S5C).

Another mESCs cell line, F15 mESCs, was induced following our protocol. Similarly, the F15 cell line successfully differentiated to thickening placode and Sox9 positive invaginating initial buds by RA and FGF10 treatment (Fig. 5A–C). Furthermore, F15-derived SG placodes also formed duct-like structures with polarized K19 positive cells (Fig. 5D, E), the same finding was observed in the 129w2 mESCs derived SG placodes. In addition, the expression of α-SMA was observed in F15 derived SG placodes (Additional file 1: Fig. S3C). Taken together, these data suggested that the protocol described above was robust to generate SG placodes from PSCs.

**Fig. 5:**
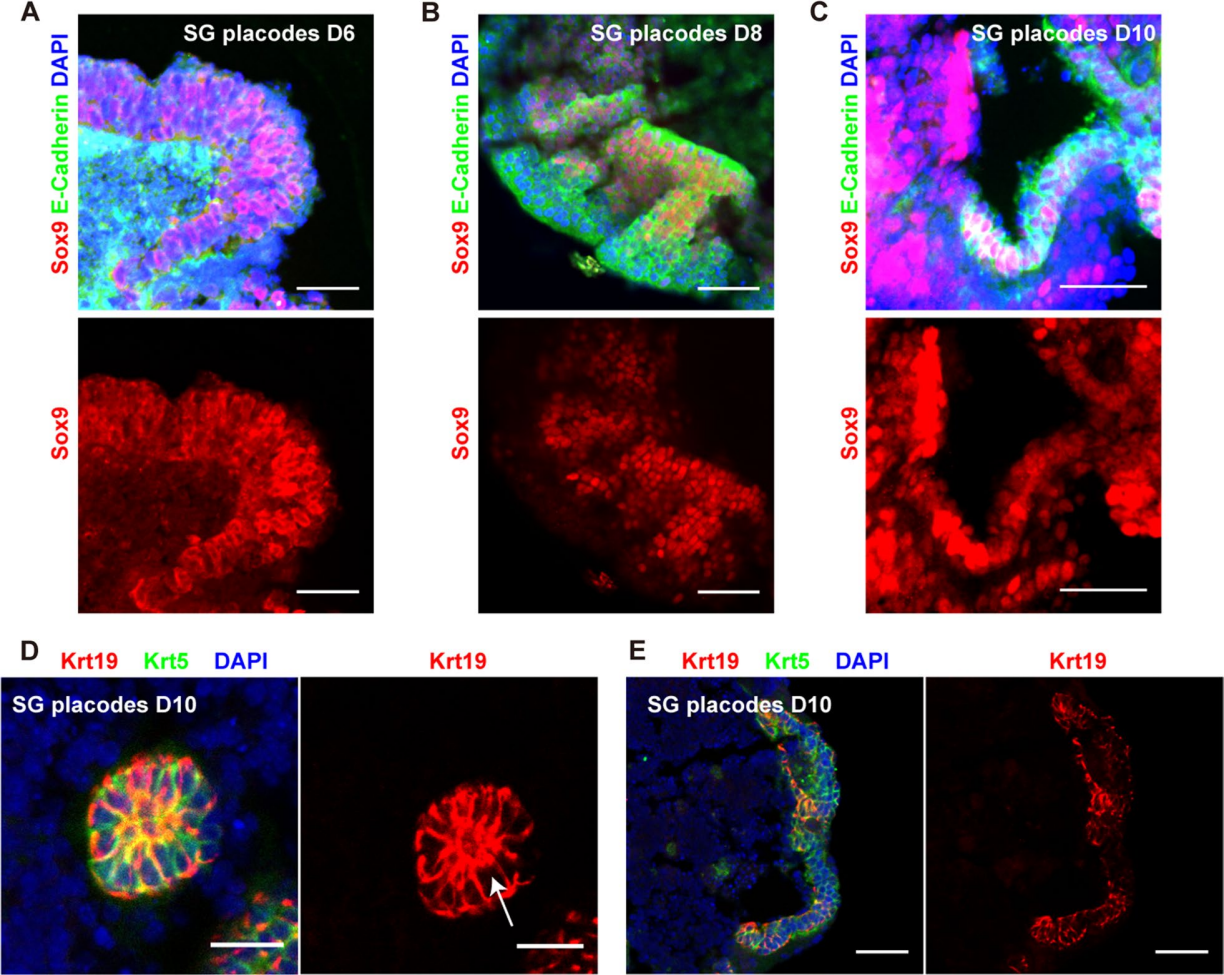
Generation of SG placodes from mESCs cell line F15. **A**–**C** Similar to 129w2 mESCs-derived SG placodes, the F15-derived SG placodes formed invaginating epithelium and initial bud-like structures from D6 to D10. Scale bars: 50 μm. **D**–**E** F15-derived SG placodes also showed polarized expression of Krt19 in developing ducts, but not in the invaginating epithelium. Scale bars: 25 μm (**D**) and 50 μm (**E**)

### PSC-derived SG placodes differentiated into mature salivary ducts in vivo

To investigate whether the PSC-derived SG placodes could differentiate into mature salivary structures in vivo, the aggregates on day 10 were collected and directly transplanted under the kidney capsules of nude mice (Fig. 6A). The nascent tissues were observed 1 month after transplantation (Fig. 6A, B), suggesting the ability of SG placodes to proliferation and development in vivo. Histological analysis revealed a duct-like structure with contiguous lumens and elongated ducts developed in grafted SG placodes (Additional file 1: Fig. S6A), which was not observed in vitro (Figs. 3E, 5D). Of note is that the duct-like structures with a single layer of tall columnar and pseudostratified columnar epithelium were formed (Fig. 6C, D), which are the characteristics of salivary striated and excretory ducts, respectively (Additional file 1: Fig. S6B-D). In addition, the expression of salivary duct-specific markers, Krt19 and Sox9, was observed in both striated and excretory ducts (Fig. 6C, D), as seen in mouse SMG (Additional file 1: Fig. S6C-D). PSCs could differentiate to form teratoma in vivo. To test whether the mature duct-like structures were developed by undifferentiated mESCs, we measured the pluripotency of PSC-derived SG placodes on day 10. The expression of a pluripotent marker, Oct4, was not detected by qPCR and immunofluorescence staining (Fig. 1F and Additional file 1: Fig. S6E). In addition, we did not observe the signal of α-amylase, AQP5 and the secretion of mucin in duct structures within grafted SG placodes, which may be because of the absence of acinar-like structures (Additional file 1: Fig. S6F-G). These results demonstrated that the developing ducts in SG placodes are capable of differentiating into mature salivary ducts ectopically in vivo by mimicking the developmental process of mouse salivary ducts.

**Fig. 6:**
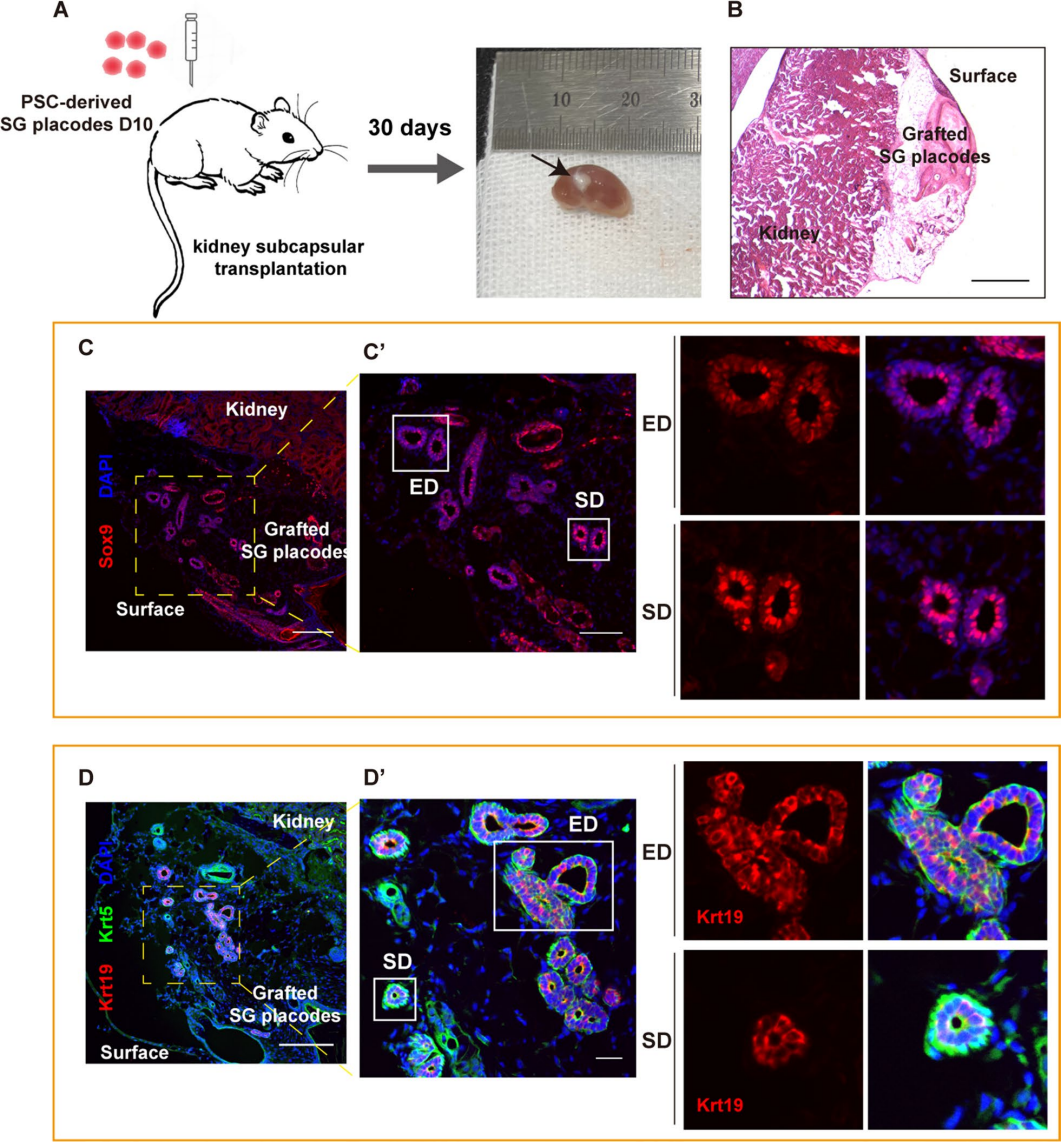
PSC-derived SG placodes differentiated into mature salivary ducts in vivo. **A** Schematic of transplantation procedures and photographs of mouse kidneys with grafted SG placodes after 30 days. (Black arrows marked grafted tissues). **B** Hematoxylin and eosin staining showed distinct outgrowths after transplantation for 30 days. Scale bars: 500 μm. **C**, **D** The excretory ducts (ED) and striated ducts (SD) were formed after transplantation of SG placodes under mouse kidney subcapsular. The mature ducts also expressed the high level of Krt19 (**C**) and Sox9 (**D**). Scale bars: 200 μm (**C**, **D**) and 100 μm (**C’** and **D’**, magnified images, marked by yellow dotted boxes)

## Discussion

The present study induced the mESCs into SG placodes by step-wise treatment of RA and bFGF. The PSC-derived SG placodes recapitulated early-stage morphogenesis events, including thickening and invagination, and expressed similar markers of the SG progenitor. In addition, the SG placodes also differentiated into developing ducts and could develop to mature salivary duct-like structures with lumens and elongated ducts, as observed in mature salivary glands. Therefore, the PSC-derived SG placodes potentially serve as an ideal platform to establish developmental and disease models, which hold advantages over animal models, owing to being easier accessible and manipulatable.

The transcript factor Sox9 that is expressed in salivary gland epithelium at the initial stage and pre-bud stage modulates the formation and proliferation of distal epithelium [21]. Previous study reported that Sox9 was essential for the derivation of salivary gland rudiments from mESCs in vitro by infecting with a specific recombinant adenovirus [16, 21]. In the present study, the expression of Sox9 was promoted by direct treatment of RA. RA is synthesized from its precursor, retinol, by two reversible oxidation reactions [23]. The enzyme RDH10 and aldehyde dehydrogenase 1A play critical roles in RA signaling. Before and during salivary gland initiation, RA signaling is present in developing mandible tissues and thickening salivary gland placode. Previous studies revealed that RA signaling is essential to activate salivary gland initiation (E11.5), including thickening, invagination into the underlying mesenchyme, and the differentiation of progenitors. This process is transduced specifically through RA receptors α (RARα), and active RA signaling is required to activate Sox9 in the initiation of SMG development. We found that 2-day RA treatment promoted the expression level of Sox9 and other SG progenitors. Furthermore, the effect of RA treatment was presented even when RA was removed, demonstrating the critical role of RA in salivary initial differentiation. Previous studies have found that FGF10 regulates the proliferation of bud and duct progenitors and morphogenesis through their co-receptor FGFR2b during salivary gland development [22]. In addition, the expression of epithelial Sox9 is maintained by mesenchymal FGF10 during SMG development [21]. We showed that 4-day treatment of FGF10 successfully induced the thickening and invagination of SG epithelium placode and the formation of initial buds. And most SG progenitor markers were upregulated during the differentiation process. Therefore, our study demonstrated that Sox9 could be promoted by directly treating RA and FGF10 in PSC-derived SG placode cultures, as in mouse embryonic salivary glands. Additionally, bFGF treatment reduced cell death and promoted the proliferation of aggregates, which was essential for the long-term differentiation of PSCs in vitro. Taken together, this study provided proof that RA and FGF10 could induce the differentiation of salivary progenitor from PSCs.

Organoids are composed of multiple cell types and have complex structures, which allow them to mimic organ physiologic in many remarkable details. In this study, the PSCs-derived SG placodes could recapitulate the early morphogenetic events of mouse embryonic SMG, including thickening placode, invagination, and then form the Sox9 positive initial buds. Krt19 positive cells are the progeny of Krt5 progenitors, which modulate the differentiation of salivary ducts, and Krt19 positive duct cells polarize to form microlumens and condense at the lumen side in developing ducts [25, 26]. A similar structure was observed in the SG placodes, suggesting that our protocol could stimulate the early salivary duct development. RA signaling is also implicated in branching morphogenesis during SG development, which was not present in the SG placodes, suggesting that the interaction of multiple signaling is essential, and RA only was insufficient to induce the formation of branching structures.

To further determine the specification of SG placodes, we performed ectopic transplantation to determine whether they could develop to mature structures. We proved that the PSC-derived SG placodes could develop to striated and excretory ducts when transplanted under the kidney capsules, which proliferated to elongated ducts and formed lumens. Previous studies reported that Sox9 positive cells are located in intercalated ducts of mature salivary glands [21]. Here, we found Sox9 was also expressed in the striated and excretory duct of adult mouse SMG. And the duct cells in grafted SG placodes were Sox9 positive, as well as another duct-specific marker Krt19, consistent with our findings. The published study generated mESCs-derived salivary rudiment with acinar-like cells in vitro and showed that they can form mature tissues after orthotopic transplantation [16]. Our results from ectopic transplantation further demonstrated that RA and FGF10 are essential to inducing differentiation of developing salivary ducts in vitro. However, the acinar-like structure was absent and the grafted SG placodes lacked secretion of saliva, suggesting that an orthotopic microenvironment is necessary for salivary acinar development. Therefore, the in vivo transplantation experiment proved that we established an efficient protocol to induce SG placodes from PSCs. Furthermore, our results suggested that the PSC-derived SG placodes potentially serve as cell sources for repairing injured SGs. Further studies should perform orthotopic transplantation to determine the role of mESCs-derived SG placodes in regenerative therapies.

## Conclusions

In summary, we reported that direct treatment of two factors, RA and FGF10, facilitates the differentiation of SG placodes from mESCs, which is a more accessible and safer protocol. The PSC-derived SG placodes are capable of capitulating the early morphogenesis events of embryonic SGs, including thickening placode, invagination, and forming Sox9 positive initial buds. In addition, developing ducts with Krt19 expressed on the luminal side were found and could develop to mature salivary ducts with contiguous lumens in vivo. Therefore, the present study not only describes an easy and safe protocol to generate SG placodes from mESCs, but provides an opportunity to study the regulatory mechanisms underlying salivary gland organogenesis in vitro and develop new clinical therapy to achieve functional repair of SG hypofunction.

## Supplementary Information

**Additional file 1.** **Fig. S1**. The maintenance of mESCs and expression of three germ layer markers in aggregates. **Fig. S2**. The effect of bFGF during SG placodes differentiation. **Fig. S3**. The PSC-derived SG placodes expressed other salivary gland markers. **Fig. S4**. Suppression of Sox9 impaired the self-organization of SG placodes during morphogenesis. **Fig. S5**. The suppression of sox9 inhibited the expression of salivary markers. **Fig. S6**. SG placodes differentiated into mature salivary ducts in vivo.

## Data Availability

The data and materials used in this study are available from the authors on reasonable request. RNA-seq datasets of mouse E12.5 SMGs and PSC-derived SG placodes have been deposited in the GEO database under accession code GSE198489.

## Abbreviations

PSCs: Pluripotent stem cells
mESCs: Mouse embryonic stem cells
SGs: Salivary glands
SMGs: Submandibular glands
OE: Oral ectoderm
RA: Retinoic acid

# Supplementary material for: Retinoic acid and FGF10 promote the differentiation of pluripotent stem cells into salivary gland placodes
**Source:** Stem Cell Res Ther. 2022 Jul 28;13:368. doi: 10.1186/s13287-022-03033-5
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1. The maintenance of mESCs and expression of three germ layer markers in aggregates. Fig. S2. The effect of bFGF during SG placodes differentiation. Fig. S3. The PSC-derived SG placodes expressed other salivary gland markers. Fig. S4. Suppression of Sox9 impaired the self-organization of SG placodes during morphogenesis. Fig. S5. The suppression of sox9 inhibited the expression of salivary markers. Fig. S6. SG placodes differentiated into mature salivary ducts in vivo.

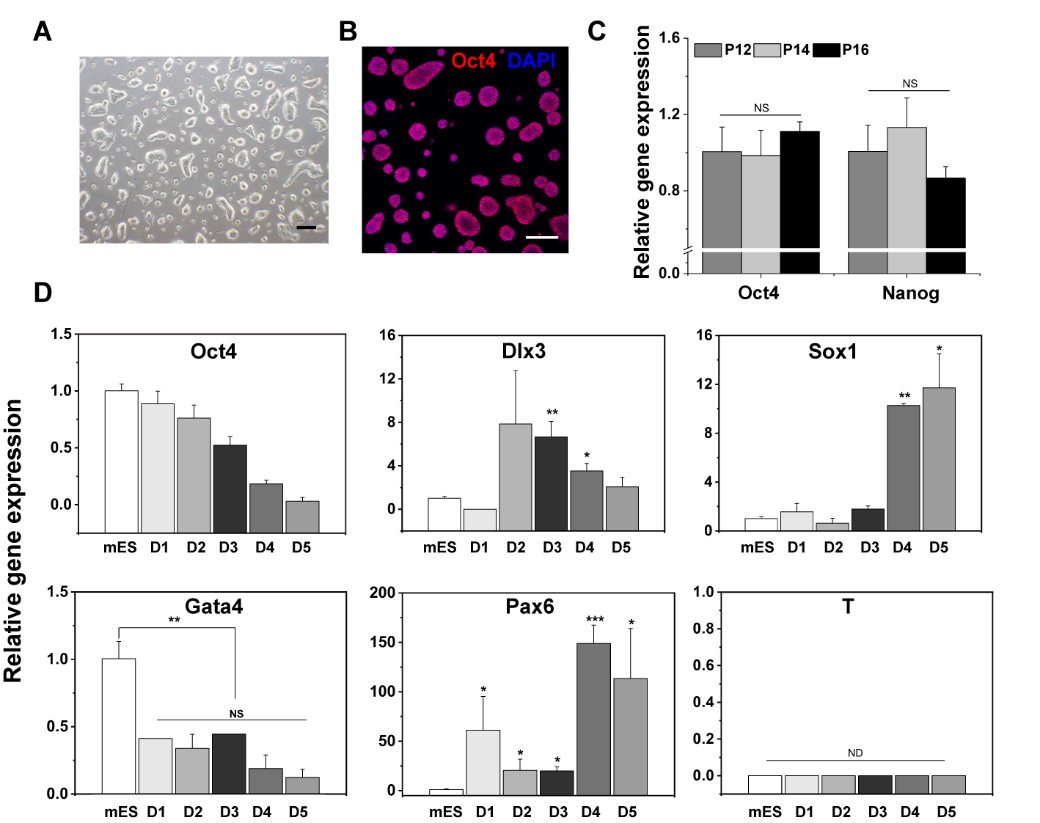

**Fig. S1 The maintenance of mESCs and expression of three germ layer markers in aggregates**

**(A)** Phase-contrast bright-light images represented the maintenance of mESCs. Scale bar: 200 μm.

**(B)** Immunofluorescence images showed Oct4 expression of mESCs. Scale bar: 200 μm.

**(C)** qPCR showed the expression of Oct4 had no significant (NS) changes during the maintenance of mESCs. The Ct values were compared to mESCs of P12. P: passage number.

**(D)** qPCR showed the expression of genes characterized in endoderm, ectoderm and mesoderm, which used to determine the beginning time of oral ectoderm differentiation. The Ct values were compared to aggregates at day 1. All qPCR results are presented as the fold change compared with the mean ± S.D. and were normalized to GAPDH in three independent experiments. * :p < 0.05, ** : p < 0.01 and *** : p < 0.001 by unpaired, two-tailed Student’s t-test. ND: nondetectable.

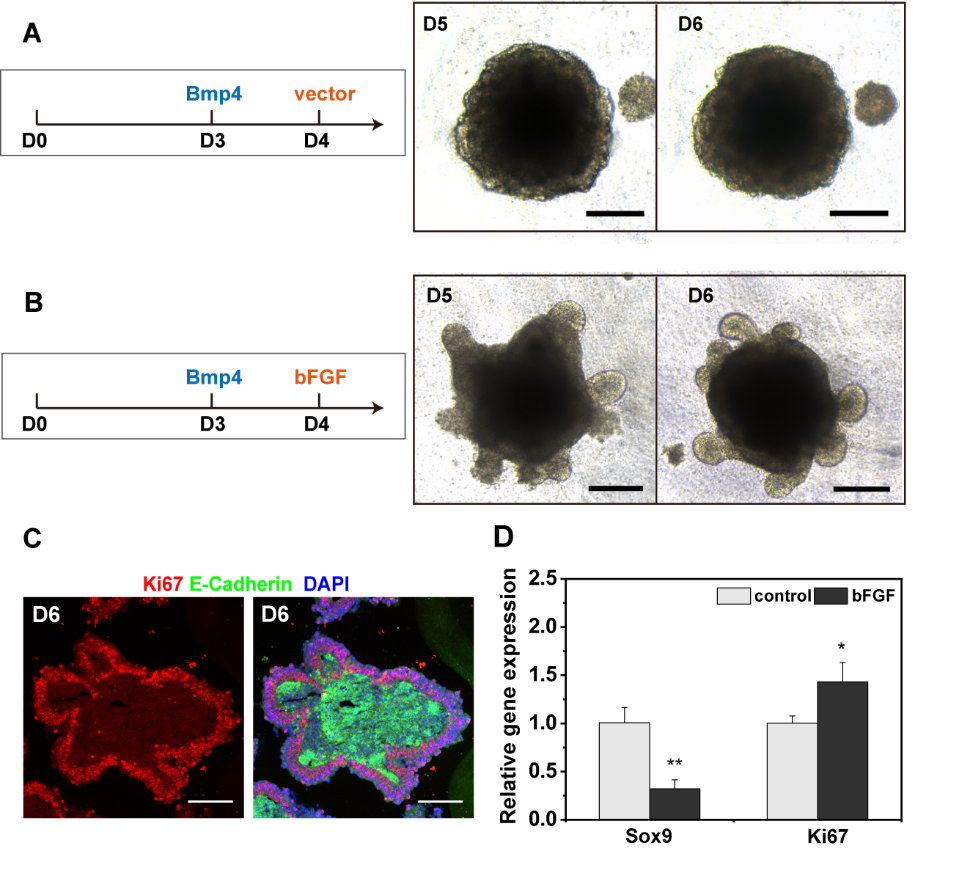

**Fig. S2 The effect of bFGF during SG placodes differentiation**

**(A-B)** The schematic illustration and phase-contrast bright-light images representing the morphogenesis of PSC-derived SG placodes in the presence (B) and absence (A) bFGF, showed that healthy aggregates were formed after bFGF treatment. Scale bars: 200 μm

**(C)** Immunofluorescence images showed the expression of Ki67 on the outer layer epithelium in aggregates cultured with bFGF. Scale bars: 100 μm.

**(D)** qPCR showed that the expression of Ki67 and Sox9 was increasing when aggregates were treated with bFGF. The Ct values were compared to aggregates without bFGF (control). All qPCR results are presented as the fold change compared with the mean ± S.D. and were normalized to GAPDH in three independent experiments. * :p < 0.05, by unpaired, two-tailed Student’s t-test.

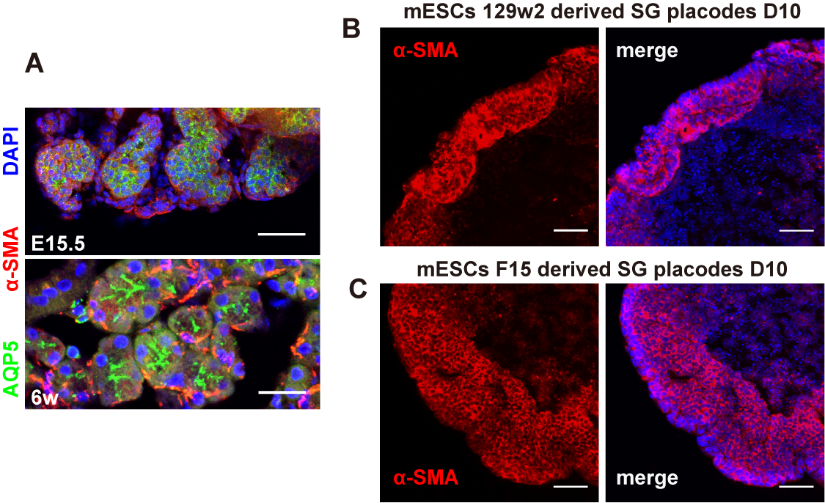

**Fig. S3 The PSC-derived SG placodes expressed other salivary gland markers**

**(A)** Immunofluorescence staining of E13.5 and 6 weeks mouse submandibular glands. Green: AQP5, red: α-SMA, blue: DAPI (nucleus). Scale bars: 100 μm.

**(B-C)** Immunofluorescence images showed the expression of α-SMA of two mESCs cell lines, 129w2 and F15 derived SG placodes at day 10. Scale bars: 50 μm.

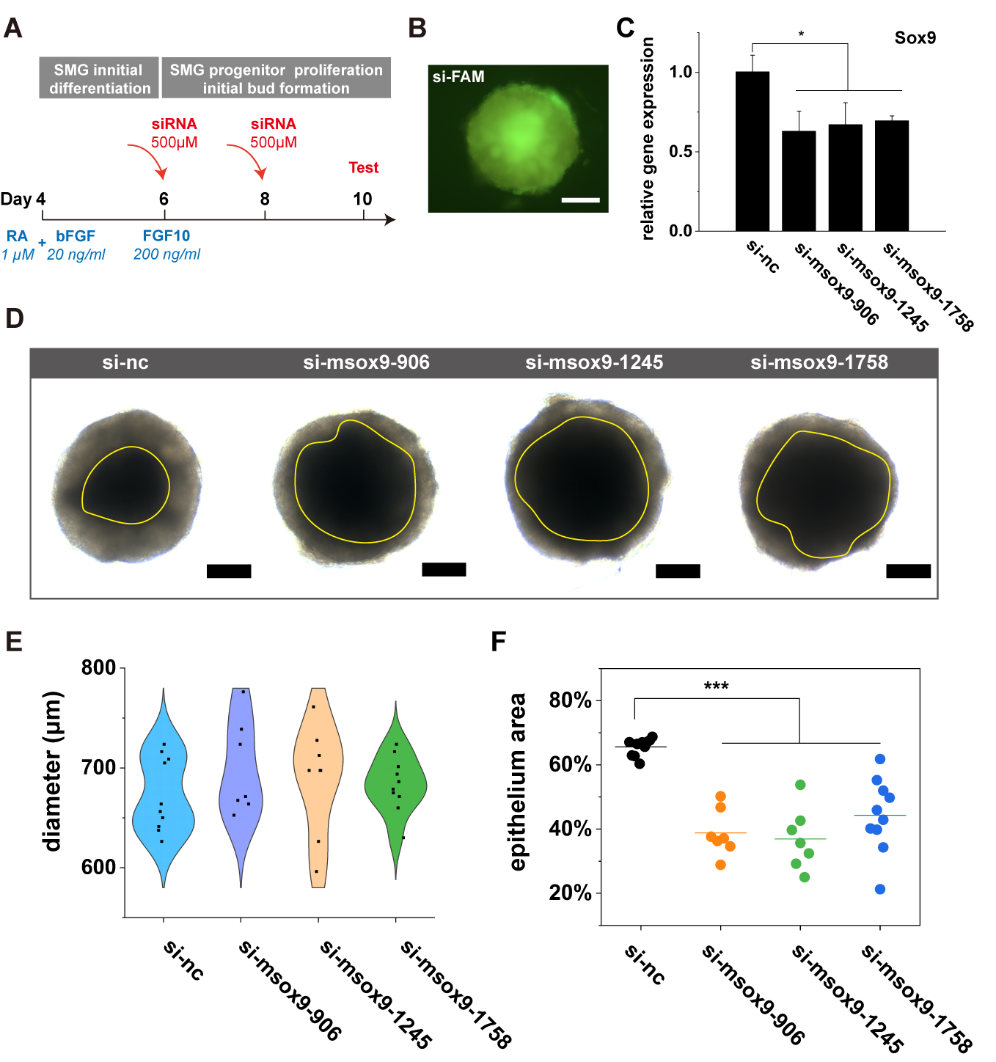

**Fig. S4 Suppression of Sox9 impaired the self-organization of SG placodes during morphogenesis**

**(A)** Schematic illustration of the Sox9 suppression experiment using siRNA. Negative control (NC) and Sox9-siRNA were applied to SG placode cultures from day 6 to day 10 in a final concentration of 500nM.

**(B)** Immunofluorescence images showed that FAM-label siRNA was successfully transfected into the PSC-derived SG placodes. Scale bar: 200 μm.

**(C)** qPCR showed the expression of Sox9 was down-regulated when cultured with each siRNA. The Ct values were compared to aggregates cultured with NC-siRNA (si-nc).

**(D)** Phase-contrast bright-light images represented the suppression of Sox9 impaired the thickening of the outer epithelium. Yellow circles marked the dividing line between outer epithelium and inner cell debris. Scale bars: 200 μm.

**(E)** Suppression of Sox9 showed no effect on the size of SG placodes treated with Sox9-siRNA. SG placodes treatment with NC-siRNA (si-nc) was included as control.

**(F)** The ratio of outer epithelium showed the suppression of Sox9 impaired the differentiation of out epithelium. The diameter and area of cell death (defined as: D) and whole epithelium (defined as: W) were measured using ImageJ software. The ratio of outer epithelium was measured as follows: (W-D)/W. n＞5 independent experiments; unpaired two-tailed t-test. *** :p < 0.001. ll qPCR results were presented as the fold change compared with the mean ± S.D. and were normalized to GAPDH in three experiments, * :p < 0.05 by unpaired and two-tailed t-test.

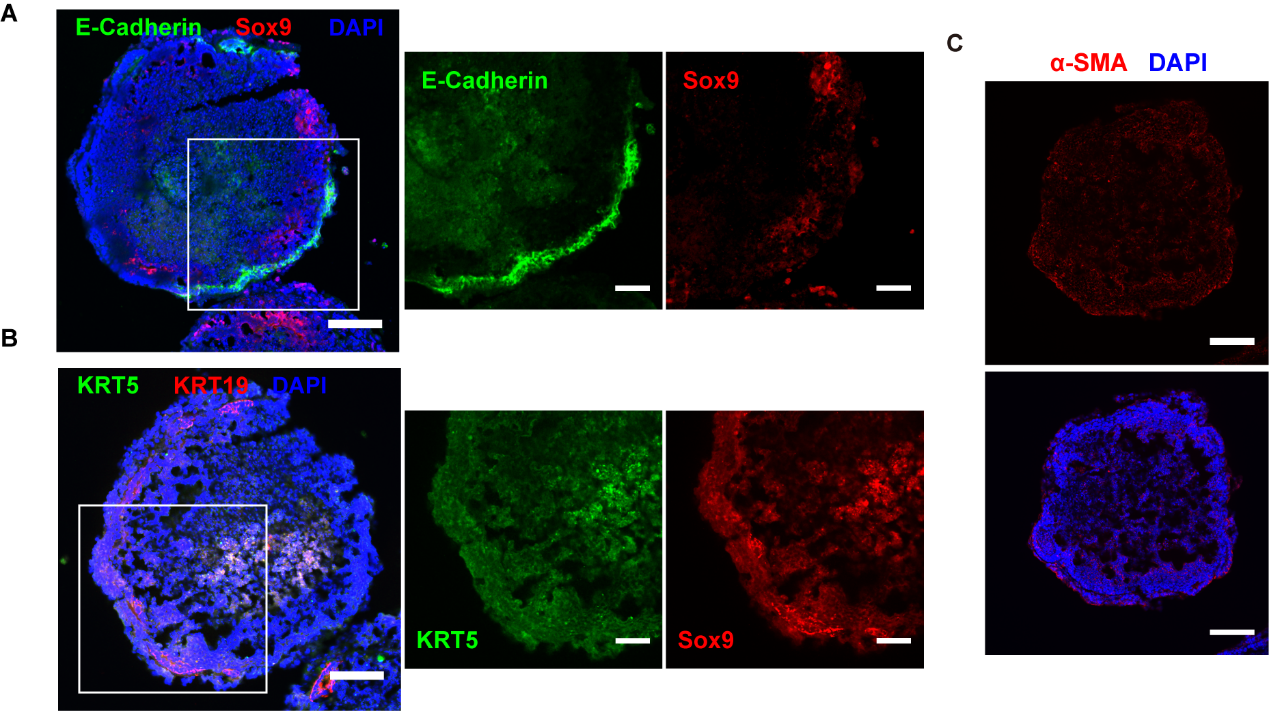

**Fig. S5 The suppression of sox9 inhibited the expression of salivary markers**

**(A-B)** Immunofluorescence staining of E-Cadherin and Sox9 (A), Krt5 and Krt19 (B). Scale bars: 50 μm.

**(C)** Immunofluorescence images showed the expression of AQP5 and α-SMA when Sox9 was knocked down. Scale bars: 100 μm.

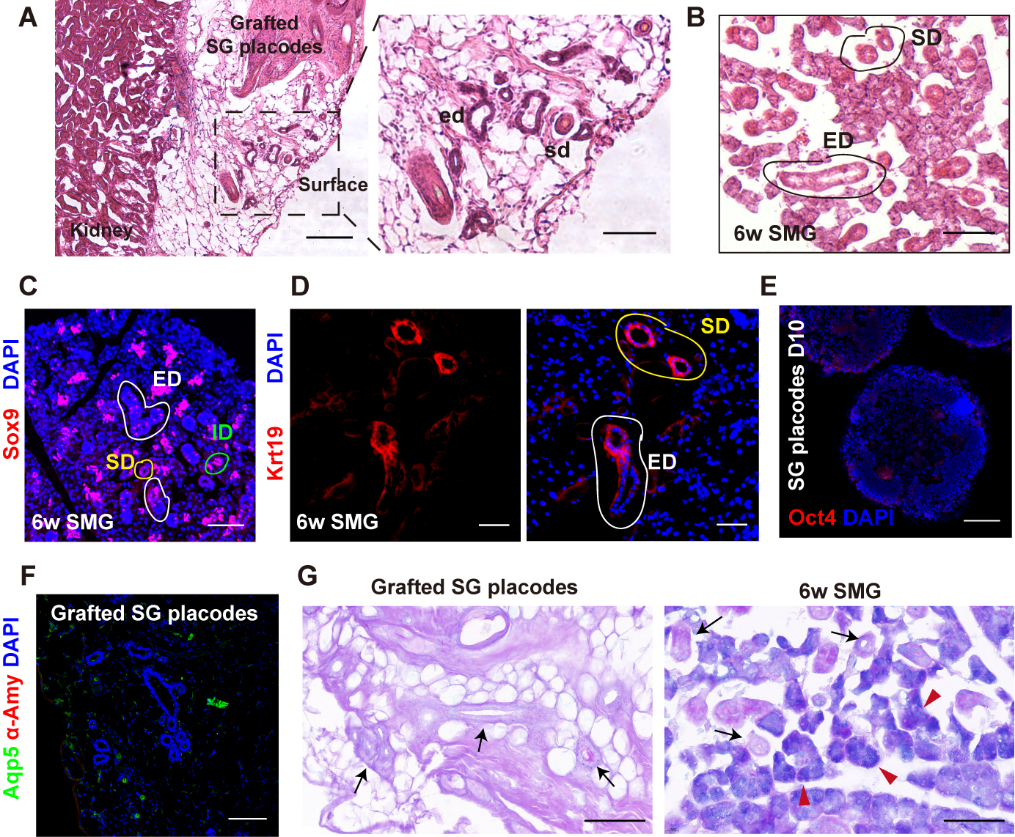

**Fig. S6** **SG placodes differentiated into mature salivary ducts in vivo**

**(A)** Hematoxylin and eosin staining showed the formation of mature ducts with contiguous lumens and elongated ducts after transplantation for 30 days. Scale bars:200 μm (a) and 100 μm (magnified images, marked by boxes).

**(B)** Hematoxylin and eosin staining showed the duct structures in adult (6 weeks) mouse submandibular glands. Scale bars: 100 μm.

**(C-D)** The excretory ducts (ed) and striated ducts (sd) of adult mouse (6w) submandibular glands express Sox9 (C) and Krt19 (D) and consist of contiguous lumens and elongated ducts. Scale bars:50 μm. ED: excretory ducts; SD: striated ducts; ID: intercalated ducts.

**(E)** Immunofluorescence images showed the SG placodes on day 10 did not express the pluripotent marker, Oct4. Scale bar: 100 μm.

**(F)** Immunofluorescence of Aqp5 and α-Amylase in grafted SG placodes. Scale bar: 100μm.

**(G)** AB-PAS staining of grafted SG placodes and mouse mature SMGs showed negative signal of Mucins. Scale bars: 100μm.

How the deposited data were processed for this re-analysis (not part of the article)

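RNA-seq values of 2 samples of PSC-derived SG placodes (day 10) and 2 samples of E12.5 mouse SMGs were used, grouped by the sample labels and the paper's methods. The authors mapped paired-end reads to the mouse genome with HISAT2 and deposited the expression of each gene in each sample as FPKM. The version of HISAT2, the genome build, the annotation, the strandedness of the libraries and the program that computed FPKM are not named in the paper's text. The values were not integers and showed no steps of whole reads, so the depth of the samples is unknown, and neither counting intervals nor detection floors are given.

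Of 22036 Ensembl genes, 22022 were found by identifier in GENCODE M21, an annotation of GRCm38, and 21995 had the same symbol there. Coordinates, gene lengths, GC content and shared exons were taken from that annotation.

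FPKM values were transformed as log2(FPKM + 1). Features with a mean FPKM over the 4 samples of at least 1 were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), with group as the only term. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 13193 tested features, of which 479 were assembled loci. A feature was called different at an adjusted p below 0.05, and a fold of at least 2 means an absolute log2 fold change of at least 1. Fold changes are differences of group means of log2(FPKM + 1), so they are smaller than ratios of FPKM where values are low. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over 7 sets. Gene lists were compared with 10000 random lists of equal size matched on mean expression in 20 bins. Where length and GC content were also matched, 5 bins per variable were used. Means are given with the SD of 2 samples. Where a group is listed at 0, each sample's value is given in place of a mean and no fold change is stated. Correlations are Pearson's r across genes, and clustering used Euclidean distances. Figures were drawn with Python 3.11.15.

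The marker panels, the development families, the thresholds and the comparisons were set before the data were examined. The genes named are all those labelled in Fig. 4C and genes that the paper's text or Fig. S1D names. Some of the latter, such as Pitx1 and Rdh10, the paper reports for earlier days of culture than the samples sequenced here. The highest and lowest gene of each panel in the placodes are also named. So are the 5 tested features with the highest and the 5 with the lowest log2 fold change. These 5 and 5 were taken among features past the adjusted threshold whose groups do not overlap. Lists of forebrain and midbrain, hindbrain and spinal cord, neuronal, epithelial, imprinted and housekeeping genes were added after the values of the panels had been seen and before the values of these genes were looked at, except for those genes that were already in a panel, such as Cdh1, Epcam and Krt8 of the epithelial list. All 25 housekeeping genes had a value above 0 in every sample.

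Alternatives changed 1 choice at a time: a pseudocount of 0.1 or 0.001, rescaling of FPKM to an equal sum per sample (TPM), median-ratio scaling, quantile normalization, rescaling without mitochondrial and ribosomal protein genes, no minimum of mean FPKM or a minimum of 5, the replicate number as a block, eBayes without trend or with robust estimation, limma's treat in place of a fold threshold, a detection level of 0.1 or 5 FPKM, and each replicate left out in turn. Leaving out the assembled loci was added after the data had been seen.

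The procedure was tested on simulated data. In 13193 simulated genes, 146 of 200 changed genes were recovered with the right direction, and 2 of 12993 unchanged genes were called. The median log2 fold change of the raised genes was 1.01. Of 100 random gene sets, 6 had a camera p below 0.05. Against random matched lists, a raised list of 20 simulated genes was at percentile 100 and an unchanged list at percentile 93.0.

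The assembled loci were tested but not named, and Cst2 was not analysed here. The number of hindbrain and spinal cord genes detected in the SMGs is not reported here. Read-level steps were not repeated.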

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

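All tests in this part were chosen after the results they examine had been seen. The gene groups below drew attention because members were present in the placodes and the paper does not discuss the groups, although it reports on single genes such as Rdh10. Neural ectoderm genes, which the paper does report on, are used beside them for comparison. A gene is called detected when its FPKM was at least 1 in both samples of a group.

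Of 40 listed Hox features (39 symbols, with Hoxd4 listed as 2 features), 23 were at an FPKM of at least 1 in both placode samples and 2 in both SMG samples (Hoxa2 and Hoxb2, named after their values were seen). Of the 23, 18 were above 10 FPKM in both placode samples. All 22 tested Hox genes were higher in the placodes as deposited and under each of 4 other scalings, with a median log2 fold change of 5.43 (camera adjusted p = 1.14e-12). Gene length and GC content were weighed with 10000 random lists matched on expression, length and GC content, and the median of the Hox genes was at percentile 100 of these lists. Length and GC content were known for 95.5% of the tested Hox genes. Reads of overlapping genes were weighed with the 23 Hox features that share no exon with another annotated gene, of which 12 were detected in the placodes. RNA from another sample in one placode library would make the 2 placode samples differ, and the median absolute log2 difference between them was 0.066. The same admixture in both libraries would give no such difference, so the pattern cannot be told apart from it.

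The detected Hox genes fell in all 4 clusters and in paralogue groups 1 to 9, where 23 of 28 features were detected, against 0 of 12 in groups 10 to 13 (Fisher's exact test, two-sided p = 1.11e-06). The boundary between groups 9 and 10 was placed after the values were seen, so this p restates the observation and does not test it. Of group 9, Hoxb9 was detected, and Hoxa9, Hoxc9 and Hoxd9 were not, nor was Hoxc8 (named after their values were seen), so outside the Hoxb cluster the last detected group came earlier. Both placode samples received RA, so its effect could not be separated from that of the other factors. Of the genes that respond to RA, 9 of 9 were at an FPKM of at least 1 in both placode samples and 7 in both SMG samples. Of the 8 that were tested, 5 were higher and 3 were lower in the placodes, and the number higher was 5 under each of the 4 other scalings as well.

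All 13 listed neuronal genes were detected in the placodes, against 7 in the SMGs, and all 13 were at least 2-fold higher in the placodes under the deposited and the 4 other scalings. Their median log2 fold change was at percentile 100 of random lists matched on expression, gene length and GC content. All of the 8 tested neural ectoderm genes were higher in the placodes under every one of the 4 scalings of the libraries.

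Of 16 genes of the hindbrain and spinal cord, 13 were detected in the placodes. Of 10 genes of the forebrain and midbrain, 3 were detected in the placodes (Emx2, En1 and En2) and 0 in the SMGs. These genes were named after their values were seen. The shares in the placodes differed (Fisher's exact test over genes, two-sided p = 0.015). Genes are not independent replicates, so this p does not measure a spread between samples. The presence of cells of hindbrain or spinal cord type in the placode samples is a candidate explanation. Whether RNA of another culture was present in both placode libraries was not tested for these genes, and the pattern cannot be told apart from that.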

How the results depend on the processing

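The alternatives were set before the data were examined, except the restriction to Ensembl genes, which was chosen after seeing the data. The log2 fold changes of 40 genes were recomputed under the alternatives, and none of the 40 reversed its sign under those that kept all 4 samples. Other genes with a printed fold change, such as Hand1, Meox1, Kdr, Sox17, Gata6, Esrrb and Klf4, were not recomputed one by one.

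The number of features past the adjusted threshold was 9820 to 10098 under the alternatives that kept a mean FPKM of at least 1 and all features, 11894 without a minimum, 7460 with a minimum of 5 and 9762 for Ensembl genes. Between 46.5% and 50.4% of the calls were higher in the placodes under these alternatives, and calls higher in the placodes outnumbered lower ones under TPM (50.4%) and median-ratio scaling (50.3%) but not as deposited (46.9%). Development genes past the threshold numbered 155 to 269 and Fig. 4C genes 9 to 11. Features differing at least 2-fold stayed within 1.5 times the reported number except with a mean FPKM of at least 5, where there were 2475, and limma's treat gave 2851.

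The share of features within 2-fold was 65.5% at a pseudocount of 0.1, 64.8% at 0.001, 67.1% after rescaling to TPM, 69.6% without mitochondrial and ribosomal protein genes, 79.3% without a minimum of mean FPKM and 74.3% with a minimum of 5. The correlation between groups was 0.619, 0.485, 0.672, 0.688, 0.867 and 0.581 under the same alternatives in that order, and 0.712 for Ensembl genes. The share of development genes within 2-fold was 49.7% without a minimum and 28.5% to 32.5% under the other alternatives that kept all 4 samples. Without a minimum, features with a mean FPKM below 1 are added. Their log2(FPKM + 1) values lie near 0 in both groups and can seldom be 2-fold apart, which raises the shares within 2-fold. The cause of the other changes was not tested.

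At a detection level of 0.1 FPKM, the markers detected in the placodes numbered 4 for skin, 5 for mesoderm and 6 for endoderm, and at 5 FPKM they numbered 1, 1 and 0, with 5 for the salivary epithelium. Rescaling to TPM gave 3 endoderm markers. Neural ectoderm markers numbered 7 to 9 and Hox genes 20 to 24 across these levels and scalings.

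With 1 replicate left out, the share within 2-fold was 70.2% to 70.6% for all features and 31.7% to 33.3% for development genes, and the correlation between groups was 0.713 to 0.716. Of the 40 recomputed genes, 38 kept their sign in all 4 such settings. The exceptions, neither of them past the adjusted threshold, were Krt8, at -0.04 without SMG replicate 2, and Tcf15, at 0.01 without SMG replicate 1. Small fold changes that kept their sign moved in size. Krt18 ranged from 0.165 to 0.521, Dlx3 from -0.579 to -0.199 and Cst3 from -0.198 to -0.004 on the log2 scale.

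With the replicate number as a block, 10043 features passed the threshold, 3888 of them at least 2-fold apart, with 225 development genes and 11 Fig. 4C genes. The replicate numbers of the groups mark different material, and the correlation of their pairing was -0.035.

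Among the 40 recomputed genes, 355 of the comparisons across alternatives kept their direction and side of the threshold and 5 passed it newly, 4 for Krt18 and 1 for Dlx3. The unknown depth limits what can be said of values below 1 FPKM, where absence was not shown for any gene listed at 0.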

Differences from the paper's values

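The paper's text states no numeric value for these samples, so the following compares its statements with the values obtained.

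The paper states that other tissue-derived cells were ruled out by the markers in Fig. 4A, whose genes are not named. With the markers fixed before the data were examined, 9 of 10 neural ectoderm markers were at an FPKM of at least 1 in both placode samples, and 7 at an FPKM of at least 5.

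The paper states that multiple genes of development and morphogenesis were expressed equally in the placodes and E12.5 SMGs (Fig. 4B). Of the development genes tested here, 32.5% were within 2-fold and 223 of 246 had an adjusted p below 0.05. Without a minimum of mean FPKM, the share was 49.7%, and under none of the alternatives set before the data were examined was it higher.

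The paper states that the profile of the Fig. 4C genes and the transcriptome of the placodes resemble those of E12.5 SMGs. Of the Fig. 4C genes, 10 of 13 tested had an adjusted p below 0.05, and the range over the alternatives was 9 to 11 genes. Over all tested features, 76.2% passed the same threshold. Of 25 housekeeping genes, 11 were higher and 11 were lower past it, so such a count does not set the Fig. 4C genes apart. The mean correlation between groups was 0.714, and it was highest without a minimum of mean FPKM, at 0.867. Leaving out the minimum adds features with a mean FPKM below 1, which lie near 0 in both groups.

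Fig. 4C, whose colour scale has no unit, shows Amy1 lower in both placode samples than in the SMG samples, Cst3 higher in the placodes, and Muc1 at nearly the same level in both groups. Amy1 had an FPKM of 0.814 in placode sample 2, above both SMG samples. Cst3 had a log2 fold change of -0.10 (adjusted p = 0.311), and Muc1 of 1.76.

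The paper reports Krt5 protein in the duct-like structures of day 10 placodes (Fig. 3E), E-cadherin in their buds (Fig. 3C), and Krt5, Krt14 and Ascl3 transcripts raised by FGF10 in qPCR (Fig. 2E). In both placode samples Krt5, Krt14 and Ascl3 were listed at 0 FPKM, and Cdh1 was at 1.11 and 1.18.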

Other observations

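All tests in this part were chosen after the results they examine had been seen.

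The number of features differing between the placodes and SMGs was weighed against 3 explanations. A few abundant genes did not take most of the FPKM, since the 10 most abundant features held at most 11.1% of the sum in any of the 4 samples. If non-epithelial cells in the dissected SMGs diluted the epithelium, epithelial genes would be higher in the placodes. Of 23 tested epithelial genes, some had been seen to be lower among the salivary epithelium markers. By the sign of the fold change, 3 were higher in the placodes. Past the adjusted threshold, 1 was higher (Krt7, named after its value was seen), 20 were lower and 18 were at least 2-fold lower. Dilution lowers epithelial genes in the SMGs, so the 20 genes lower in the placodes argue against it as the cause of their difference. For other features it cannot be excluded, because the comparison presumes placodes made mostly of epithelium, which the values do not show. Of 10 mesenchyme markers, 9 were at least 2-fold lower in the placodes. If the labels had been exchanged, hemoglobin genes would be detected in the samples labelled as placodes. Of 8 hemoglobin genes, 0 were at an FPKM of at least 1 in both placode samples and 7 were in both SMG samples. These counts weigh only an exchange between the groups. Whether the samples labelled as placodes held other material was not tested.

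Of 13 genes of endothelial, immune and skeletal muscle cells, 11 were at an FPKM of at least 1 in both SMG samples and 2 in both placode samples (Cdh5 and Csf1r, named after their values were seen). Together with the hemoglobin genes, a candidate explanation is that blood, vessels and muscle were present in the dissected SMGs, whose dissection the paper's text does not describe.

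The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were listed at 0 in both placode samples and were above 2 FPKM in both SMG samples. Ddx3y had an FPKM of 5.65 and 11.6 in the SMG samples. Loss of their reads to X-linked paralogs was weighed with Ddx3x, whose mean FPKM was 216 in the placodes and 134.5 in the SMGs. Such a loss would also make Ddx3x higher in the placodes, so the comparison of Ddx3x alone cannot exclude it. If all samples were mapped alike, such a loss would also lower the Y-linked genes in the SMG samples. Their values above 2 FPKM in both SMG samples argue against it as the reason for the zeros in the placodes. The median ratio of SMG sample 2 to sample 1 was 1.88 for the Y-linked genes and 0.989 for all tested genes, so the scaling of the SMG libraries did not account for the former. The sex of the embryos and of the cell line is not stated in the paper's text, and no biological explanation was tested.

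Loss of parental imprinting in the cultured cells was weighed with lists of imprinted genes. Of the 15 tested paternally expressed genes, 7 were higher and 8 were lower in the placodes, and of the 7 tested among 10 maternally expressed genes, 0 were higher and 7 were lower (Fisher's exact test, two-sided p = 0.051). Directions were counted by the sign of the fold change. Of these 7, 6 passed the adjusted threshold, and the number higher reached 1 under another scaling. The lists are short, and the placodes and SMGs are different material. These directions therefore cannot tell a loss of imprinting from differences in cell composition or at single genes.

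Pou5f1, which encodes Oct4, had an FPKM of 0.403 and 0.340 in the placode samples and was listed at 0 in the SMG samples. Nanog was at 0.149 and 0.234 in the placode samples and 0.0793 and 0.251 in the SMG samples. Esrrb, the most abundant of 7 pluripotency genes in the placodes, was at 19.8 ± 0.280 (SD, n = 2), with a log2 fold change of 4.29 (adjusted p = 3.69e-07). Klf4, the other pluripotency gene tested and named after its values were seen, had a log2 fold change of -2.39 (adjusted p = 6.42e-06). Rdh10 had a log2 fold change of -2.44 (adjusted p = 7.70e-07), Mki67 of -0.73 (adjusted p = 9.09e-05), Rara of 0.83 (adjusted p = 2.51e-05) and Dlx3 of -0.39 (adjusted p = 0.0582). For Esrrb, Klf4, Rdh10, Mki67, Rara and Dlx3, both placode samples lay on the same side of both SMG samples.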
